# Analysis of human ES cell differentiation establishes that the dominant isoforms of the lncRNAs *RMST* and *FIRRE* are circular

**DOI:** 10.1186/s12864-018-4660-7

**Published:** 2018-04-20

**Authors:** Osagie G. Izuogu, Abd A. Alhasan, Carla Mellough, Joseph Collin, Richard Gallon, Jonathon Hyslop, Francesco K. Mastrorosa, Ingrid Ehrmann, Majlinda Lako, David J. Elliott, Mauro Santibanez-Koref, Michael S. Jackson

## Abstract

**Background:**

Circular RNAs (circRNAs) are predominantly derived from protein coding genes, and some can act as microRNA sponges or transcriptional regulators. Changes in circRNA levels have been identified during human development which may be functionally important, but lineage-specific analyses are currently lacking. To address this, we performed RNAseq analysis of human embryonic stem (ES) cells differentiated for 90 days towards 3D laminated retina.

**Results:**

A transcriptome-wide increase in circRNA expression, size, and exon count was observed, with circRNA levels reaching a plateau by day 45. Parallel statistical analyses, controlling for sample and locus specific effects, identified 239 circRNAs with expression changes distinct from the transcriptome-wide pattern, but these all also increased in abundance over time. Surprisingly, circRNAs derived from long non-coding RNAs (lncRNAs) were found to account for a significantly larger proportion of transcripts from their loci of origin than circRNAs from coding genes. The most abundant, circ*RMST*:E12-E6, showed a > 100X increase during differentiation accompanied by an isoform switch, and accounts for > 99% of *RMST* transcripts in many adult tissues. The second most abundant, circ*FIRRE*:E10-E5, accounts for > 98% of *FIRRE* transcripts in differentiating human ES cells, and is one of 39 *FIRRE* circRNAs, many of which include multiple unannotated exons.

**Conclusions:**

Our results suggest that during human ES cell differentiation, changes in circRNA levels are primarily globally controlled. They also suggest that *RMST* and *FIRRE*, genes with established roles in neurogenesis and topological organisation of chromosomal domains respectively, are processed as circular lncRNAs with only minor linear species.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4660-7) contains supplementary material, which is available to authorized users.

## Background

Circular RNAs (circRNAs) are a numerically abundant RNA species, generally expressed at low levels relative to mRNAs [1, 2], which can be defined in silico by the presence of “shuffled” or “back-spliced” exons in an order inconsistent with genomic DNA. Rare trans-splicing events between different pre-mRNA molecules can, however, also generate rearranged exon junctions [3, 4], meaning that additional evidence such as resistance to RNase R [5], migration assays [6], or comparison of read depth inside and outside of the circRNA [7], is required to confirm circularity in individual cases.

CircRNA biogenesis can be promoted by intronic homology [5, 8, 9], and knock-down of the dsRNA editing enzyme ADAR1 [10, 11], or the RNA helicase DHX9 which can interact with ADAR1 [12], leads to upregulation of circRNA expression. Cassette exons have been shown to be over-represented within circRNAs [13], and a combination of RNAi screens and specific gene analyses have established that RNA binding proteins including MBL [14], QKI [15], and heterogeneous nuclear ribonuncleoproteins (hnRNPs) [16] promote formation of some circRNAs. Furthermore, both depletion of pre-mRNA splicing factors, and transcript termination read-through, can increase circRNA levels relative to linear [17].

The vast majority of circRNAs are derived from protein coding genes and have no known function [18, 19], but there is evidence that some can act as micro RNA sponges [20–23], some can enhance the activity of their own promoters [24], some can contribute to the proteome [25–27], and a growing number are being associated with disease (reviewed in [28]). For example, a circRNA isoform of the long non-coding RNA (lncRNA) *ANRIL1* has been implicated in atheroprotection [29, 30], while circRNAs created by an oncogenic fusion have been reported to influence tumour progression [31].

Given the evidence for biological impact, changes in circRNA expression are of interest as they could be indicative of function. CircRNAs are almost always co-expressed with linear transcripts from the same loci [32], and their expression has been shown to increase relative to linear RNA during development [11], proliferation [33], and ageing [34, 35]. Global increases over time have been observed in heart and lung, but are most pronounced in neural tissues [11, 34–37]. Moreover, divergent expression patterns of linear and circular RNAs from the same loci have been highlighted in multiple neuronal tissues, at a variety of developmental stages and in different species [11, 36, 38], providing circumstantial evidence for independent regulation of linear and circular isoforms.

The circRNA population of human ES cells during early differentiation has also been investigated and Circ*Birc6* [39], together with a linear trans-spliced RNA derived from the lncRNA *RMST* (ts*RMST* [40]), have been reported to play roles in maintenance of pluripotency [40]. However, analyses of long-term differentiation series, to investigate changes in circRNA abundance within defined cell lineages, are currently lacking. Here, we have differentiated human ES cells (H9 line) towards 3D laminated retina using an established 90 day protocol [41, 42], and have performed total RNAseq to a depth of > 100 million reads in 3 biological replicates at 3 time-points (0, 45, 90 days). Global circRNA levels increased dramatically between day 0 and day 45, and circRNA size and exon number also increased. When we controlled both for this transcriptome-wide increase, and for locus specific changes in total expression, we identified 239 circRNAs with significantly altered expression levels between time-points. All also increased in abundance, consistent with circRNA levels being controlled globally during differentiation. Surprisingly, however, we identified a significant difference in circRNA levels between coding and non-coding genes, and found evidence that two lncRNAs with known functions in early development, *RMST* and *FIRRE*, may warrant classification as circular lncRNAs in human.

## Results

To identify circRNAs potentially involved in the development of a defined cell lineage, we differentiated triplicate human ES cell cultures towards a retinal phenotype [41], with and without the presence of IGF-1 which has been reported to enhance retinal differentiation [42]. Embryoid bodies (EBs) with retinal features developed in all replicates (see Methods), and immunostained cryosections of organoids at day 90 confirmed the presence of laminar retinal tissue organisation, with Pax6 positive retinal progenitors, HuC/D positive retinal ganglion cells, and Crx/Recoverin positive photoreceptors (Fig. 1).

**Fig. 1:**
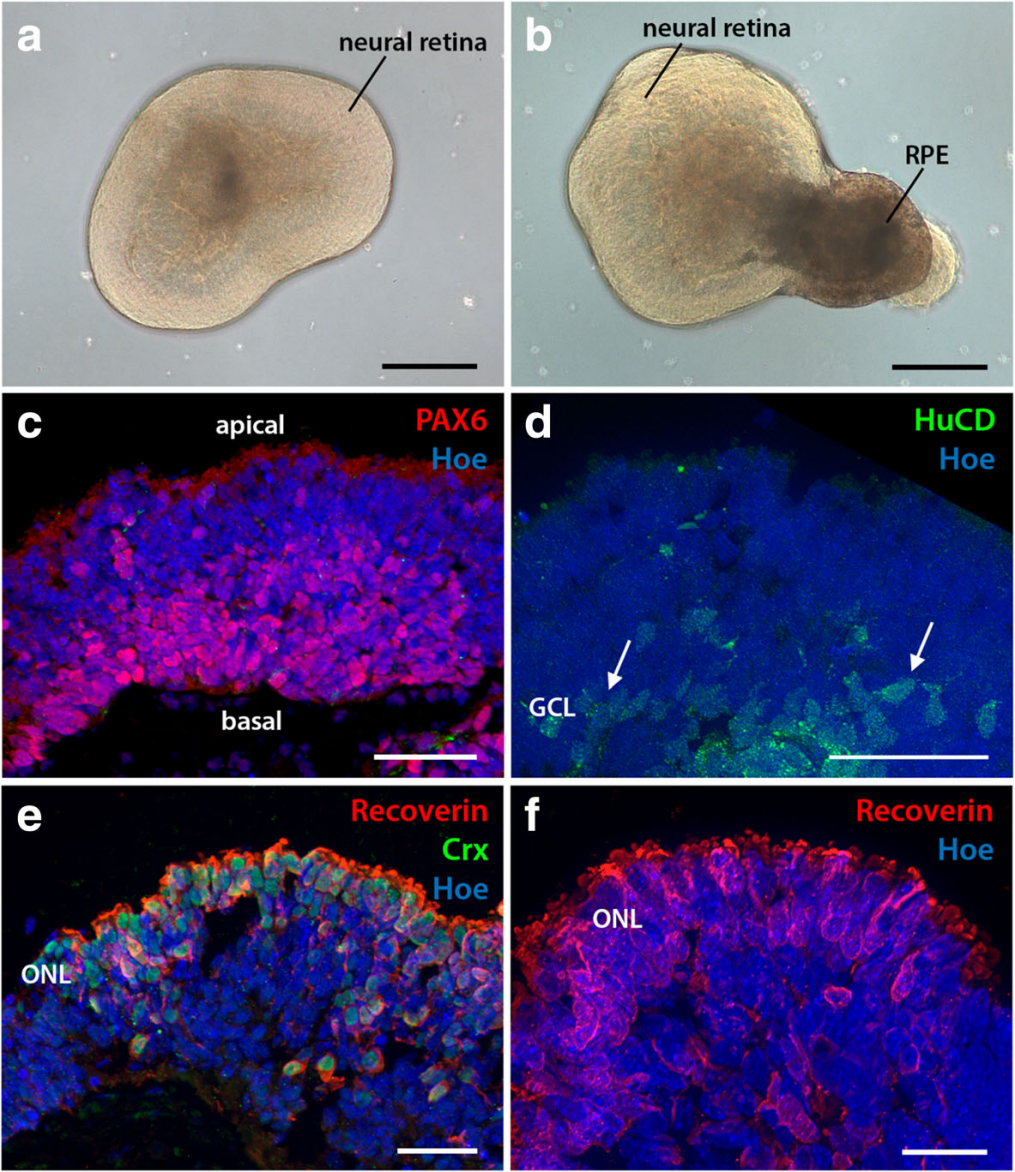
Neuronal differentiation in retinal organoids. **a**-**b** Retinal organoids on day 23 of differentiation displaying (**a**) phase bright neural retinal tissue and (**b**) retinal pigmented epithelium (RPE). **c**-**f** Immunostained cryosections of retinal organoids on day 90 of differentiation counterstained with Hoechst demonstrating the laminar organisation of retinal tissue and presence of (**c**) Pax6+ retinal progenitors, inner retinal neurons and (**d**) HuC/D+ retinal ganglion cells at the basal aspect, and (**e**, **f**) outer retinal phenotypes including Crx + and recoverin+ photoreceptors towards the apical surface. GCL = ganglion cell layer, ONL = outer nuclear layer. Scale bars; a, b = 200 μm; c, d = 50 μm; e, f = 20 μm

To assess gene expression, total RNA was extracted at day 0, 45 and 90, ribodepleted, and sequenced to a depth of over 100 million reads per replicate (see Methods and Additional file 1). Consistent with the phenotypic changes observed, gene ontologies relevant to the eye were significantly over-represented among genes differentially expressed between time points (e.g. phototransduction, sensory perception of light stimulus, and structural constituent of the eye lens, Additional file 2), while known pluripotency genes and eye field markers were downregulated and upregulated respectively (Additional file 3: Figure S1). In contrast, the impact of IGF-1 upon transcription was very specific, with 30 genes differentially expressed between treated and untreated samples, many of which are implicated in development or neuronal function (See Additional file 2). Of particular interest are *WNT2B* and *FGF16*, as inhibition of Wnt signalling has been shown to enhance forebrain patterning [41] and FGF signalling modulates retinal progenitor proliferation and fate [43], and *IRS4* and *LIN28A*, both of which are already known to be involved in IGF-1 signalling [44, 45]. Thus, while few genes are affected by IGF-1, they include logical candidates for involvement in the reported impact of this mitogen [42].

### circRNA levels increase dramatically during the first 45 days of differentiation

We used PTESFinder [46], a software tool with high sensitivity and specificity [47], to quantify all circRNA (back-splice) and canonical junctions at all time-points (see Methods and Fig. 2). 

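Total RNA of H9 cells, an established human ES cell line, was sequenced in 15 libraries: 3 replicate cultures each at day 0, day 45 and day 90, with further sets of 3 treated with the growth factor IGF-1 at day 45 and at day 90. The authors deposited the raw count of back-splice reads of each circRNA in each library, with positions on hg19 and without normalisation. A circRNA is named there by its transcript, the exon with the splice donor and the exon with the splice acceptor. Each library held between 14992 and 108946 back-splice reads, and between 105685200 and 160607052 reads were sequenced per library according to Additional file 1. Counts were divided by the sequenced reads of their library and are given per 1000000 sequenced reads (RPM). Additional file 1 lists day 90 replicate 1 in a pair of lines and replicate 2 in none, so both libraries were given the mean of these lines, 138564639 reads. Canonical junction counts were not used here, and values are therefore relative to sequenced reads rather than to canonical junctions. Differential expression of single circRNAs was tested with edgeR's quasi-likelihood test on the raw counts of the 12498 circRNAs with at least 10 reads over the 15 libraries, with the sequenced reads as library sizes. P-values were adjusted by the Benjamini-Hochberg method and a threshold of 0.05 was used. Values of a single library or a group of 3 were compared with two-sided exact permutation tests, for which the smallest p that 3 libraries against 3 allow is 0.1.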

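The deposited list held 55371 circRNAs and 1029205 back-splice reads over the 15 libraries. The number of distinct circRNAs was 55371 whether they were told apart by chromosome, start, end and strand, by position without strand or by name. Of these, 31121 were found in at least 2 libraries, 1298 in all 15, and 19985 (36.1%) had 1 read in all. They came from 8094 genes, of which 7803 protein-coding genes held 96.6% of the reads and 291 non-coding genes held 2.97%.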

A total of 58,528 distinct circRNAs were identified, the majority of which were also found using other circRNA identification tools ([8, 20, 34], see Additional file 3: Figure S2). Hierarchical clustering using normalised gene expression values (Fig. 2a), circRNA junction counts (Fig. 2b), or canonical exon junction counts (not shown), all identified day 0 samples as a distinct group. This distinction is clear from a heat map of genes differentially expressed between time-points and treatments (Additional file 3: Figure S3), and is consistent with the limited expression signature associated with IGF-1 treatment. 

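Euclidean distances were computed between the 15 libraries from the RPM of all 55371 circRNAs. The largest distance between day 0 libraries was 2.55, and the smallest distance from a day 0 library to a later library was 8.99. Distances between later libraries reached 21.0. With complete and with average linkage, the first division of the tree set 4 libraries apart, the 3 day 0 libraries together with day 90 replicate 1. On log2 RPM of the 12498 circRNAs with enough reads for testing, the first division held the 3 day 0 libraries alone.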

The limited impact on circRNA levels is also consistent with Enuka et al. [32] who found that stimulation of mammary cells by EGF did not affect circRNA abundance.

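Back-splice reads came to 619 ± 67.3 RPM (SD, n = 3) at day 45 with IGF-1 and 574 ± 97.1 RPM (SD, n = 3) at day 90 with IGF-1, and each differed from its untreated group by less than the SD of that group. Of the 12498 circRNAs tested, 2 had an adjusted p under 0.05 between treated and untreated libraries at day 45 and 1 at day 90 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The unadjusted p was under 0.05 for 572 and 521. These 3 circRNAs were named after their values were seen. A SHANK2 circRNA (chromosome 11, 70505933 to 70507783) had 51 counts over the untreated and 3 over the treated day 45 libraries (adjusted p = 0.00482 from edgeR). Of the 51 counts, 46 came from day 45 replicate 1, and without that library the change was no longer past the threshold. A CEP112 circRNA had 28 counts in untreated and 0 in treated day 45 libraries, and an NPAS3 circRNA had 58 counts in untreated and 0 in treated day 90 libraries. The CEP112 counts were 10, 10 and 8 in untreated day 45 replicates 1, 2 and 3. The NPAS3 counts were 0, 32 and 26 in untreated day 90 replicates 1, 2 and 3, so 1 untreated library was at the treated level. A count of 0 over the 3 treated libraries allows up to 0.0079 RPM at day 45 and 0.00692 RPM at day 90. The effect of IGF-1 at day 45 was also tested against its effect at day 90: 0 circRNAs passed, the smallest adjusted p was 0.0735 in edgeR, and 603 had an unadjusted p under 0.05. The choice that moved these numbers most was Fisher's exact test on counts summed over replicates, with 160 circRNAs at day 45 and 81 at day 90. The paper describes the effect of IGF-1 on circRNA levels as limited and compares it with that of EGF in mammary cells.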

**Fig. 2:**
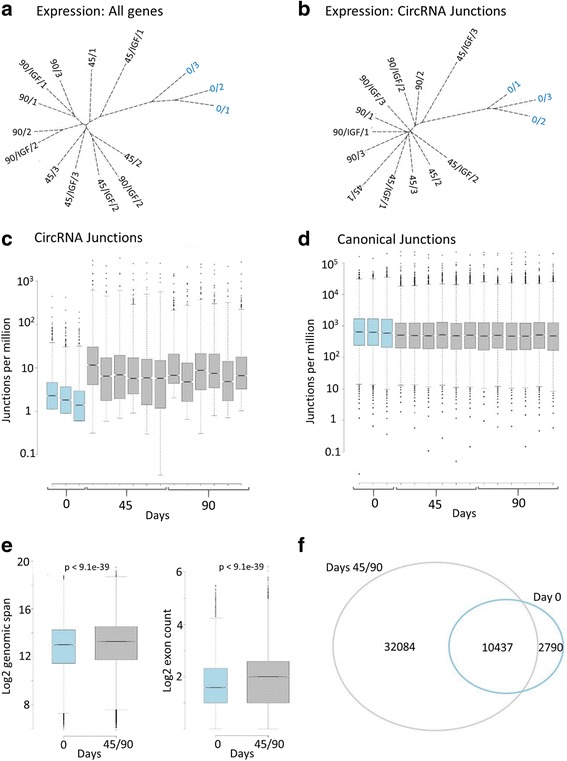
circRNA expression increases upon differentiation. **a** Phylogram based on expression levels of all genes. **b** Phylogram based on circRNA (back-splice) junction counts. Both generated using hierarchical clustering of Euclidian distances. **c**-**d** Box and whisker plots of circRNA and canonical junction counts from all genes which generate circRNAs. CircRNAs increase from ~ 0.3 to 1-2% of all junctions between day 0 and 45. **e** Box and whisker plots showing (left) genomic span of circRNAs in day 0 (*n* = 13,146) versus differentiated (day 45 and 90, *n* = 42,521) untreated samples, and (right) exon counts of circRNAs in day 0 only (*n* = 2790) versus differentiated only (*n* = 32,084) untreated samples. For exon count calculations, all GENCODE exons between circRNA donor and acceptor exons were included. For all box-plots, medians and upper and lower quartiles are shown, with outliers as solid circles. **f** Venn diagram showing distribution of circRNA junctions identified in untreated day 0 samples, relative to differentiated samples (days 45 and 90). Comparable results were obtained with IGF-1 treated samples

Relative to canonical junctions, circRNA junctions were present at low levels at all time-points (Fig. 2c-d), but they showed a significant ~ 4-5X increase between day 0 and day 45 (*p* = 0.0044 Wilcoxon rank sum test, Fig. 2c). 

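Back-splice reads of untreated libraries came to 118 ± 11.0 RPM at day 0 (SD, n = 3), 747 ± 206 RPM at day 45 (SD, n = 3) and 485 ± 156 RPM at day 90 (SD, n = 3). The mean at day 45 was 6.33 times the mean at day 0, and all 3 day 45 libraries lay above all 3 day 0 libraries (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Against all 12 later libraries, treated and untreated, the ratio was 5.13 (exact permutation test, two-sided p = 0.0022, the smallest that 3 against 12 allow). Counting only circRNAs with at least 2 counts in a library moved the ratio of day 45 to day 0 most, to 7.47. The sequencing quality in Additional file 1 (Q30, the percentage of bases with a quality score of at least 30) split the libraries other than day 90 replicates 1 and 2, whose values could not be assigned, into 3 groups, each with 1 day 0 and 1 day 45 library. Inside these groups the ratios were 8.19 (Q30 of 86.28 to 86.74), 4.76 (90.37 to 90.97) and 6.11 (92.0 to 92.6).

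**Figure D1:**
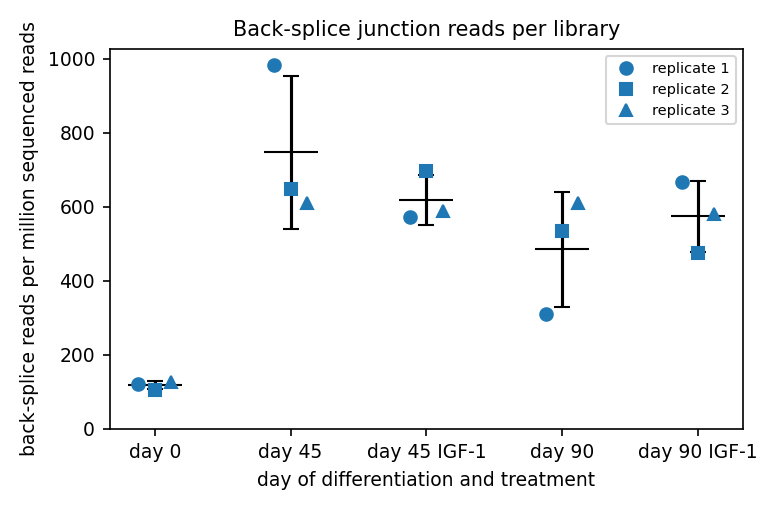
Back-splice reads per 1000000 sequenced reads (vertical axis) in each of the 15 libraries, grouped by day and IGF-1 treatment (horizontal axis). Points are libraries, marked by replicate number, and bars give the mean and SD of 3 libraries; the day 0 libraries lie between 106 and 128 and all later libraries at 309 or above.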

Significant increases were also observed in the physical distance between circRNA donor and acceptor exons (genomic span), and the number of exons circRNAs contain (Fig. 2e, both *p* < 9.2e-39 Wilcoxon rank sum test). 

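The genomic span was taken from the acceptor exon's start to the donor exon's end, and the exon number from all exons of the named transcript between both. The median span of the circRNAs found in a library was 7967 ± 610 bases at day 0 (SD, n = 3 libraries) and 8816 ± 201 bases in untreated day 45 and day 90 libraries (SD, n = 6). All 6 differentiated libraries lay above all 3 day 0 libraries (exact permutation test, two-sided p = 0.0119, the smallest that 3 against 6 allow). Of the libraries with IGF-1, day 45 replicates 1 and 3 had medians of 8223.5 and 8351.5 bases, below the 8410.5 bases of day 0 replicate 2. The other libraries with IGF-1 lay above all 3 day 0 libraries. With circRNAs of at least 2 reads in the library, the difference of 849 bases became 714 and no longer passed (exact permutation test, p = 0.0952). Without day 0 replicate 3, which had the lowest median of all libraries (7272 bases), the difference was 501 bases. With each library drawn down to 14992 back-splice reads, the difference was 472 bases (exact permutation test, p = 0.179). Over circRNAs rather than libraries, the median span was 8130 bases for the 12431 circRNAs found at day 0 and 9701 bases for the 40077 found in differentiated libraries (permutation test of mean ranks, p = 1e-05, the smallest that 100000 resamples give). These sets share 9811 circRNAs, and circRNAs are not independent replicates. Exon number was compared between circRNAs found only at day 0 and only in differentiated libraries, with exons of the named transcript rather than all GENCODE exons. The mean was 5.53 exons for the 2620 found only at day 0 and 5.15 for the 30266 found only in differentiated libraries, both with a median of 4 (permutation test of mean ranks, p = 0.0241). Over every circRNA found, the mean was 4.45 exons at day 0 and 4.91 in differentiated libraries. The mean exon number of a library's circRNAs was 4.29 ± 0.189 at day 0 (SD, n = 3) and 4.48 ± 0.0801 in differentiated libraries (SD, n = 6; exact permutation test, two-sided p = 0.0595). Weighted by reads, the means were 3.92 ± 0.186 (SD, n = 3) and 3.91 ± 0.0823 (SD, n = 6; exact permutation test, two-sided p = 0.869).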

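At least 1 read was found for 42697 circRNAs in the 9 untreated libraries. Of these, 6.14% (95% Wilson interval 5.91 to 6.37) were found at day 0 alone and 70.9% (70.5 to 71.3) in differentiated libraries alone. The intervals cover counting error only. The day 0 libraries held 48037 back-splice reads and the differentiated libraries 498461. With the differentiated reads drawn at random down to the day 0 number (mean of 20 draws), the shares were 32.7% at day 0 alone and 37.3% in differentiated libraries alone, the largest shift among the alternatives. Drawing down also removes the rise in back-splice reads per sequenced read. Of the circRNAs found at day 0 alone, 77.6% had 1 read, and the most abundant had 48 reads over the 3 libraries.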

Approximately 6% of the circRNAs identified were found only in undifferentiated samples (day 0, Fig. 2f), compared to over 70% found only in differentiated samples (Day 45/90), and detailed analysis found no evidence of abundant circRNAs specific to undifferentiated ES cells (Additional file 3: Figure S4).

To investigate the increase in circRNAs in detail, junction count distributions from all genes were then examined at day 0 and day 45. This established that the number of both circRNAs and circRNA junctions increased more dramatically between day 0 and day 45 (Fig. 3a) than the number of independent transcripts and canonical junctions (Fig. 3b). 

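A library held 6094 ± 623 distinct circRNAs at day 0 (SD, n = 3) and 17872 ± 1093 at day 45 (SD, n = 3), with no overlap between the groups. Back-splice reads were found for 4244 genes at day 0 and 6489 genes at day 45. Reads appeared at day 45 for 2573 genes with none at day 0, and 328 genes had reads at day 0 and none at day 45. The numbers of transcripts and canonical junctions were not analysed here.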

To assess these changes at the gene level, ratios of normalised circRNA junction counts at day 45 relative to day 0 for each gene were plotted against the corresponding ratios for canonical junctions (Fig. 3c): Both circRNA and canonical junctions increased between day 0 and day 45, but the increase in circRNA junctions was more pronounced (median increase ~8X, log_2_ = 3). In contrast, there was little change in circRNA or canonical junction abundance between days 45 and 90, with circRNA levels remaining particularly stable (Fig. 3d). Despite this, ratios were correlated in both comparisons, consistent with circRNA levels at each locus being linked to total transcription.

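Back-splice counts were summed over the circRNAs of a gene and compared as mean RPM over the replicates of a time point. For the 3916 genes with at least 1 count at both time points, the median log2 ratio of day 45 to day 0 was 2.41, a ratio of 5.31, with quartiles at 1.40 and 3.31. The ratio was above 1 for 92.7% of these genes. Computed within replicate numbers 1, 2 and 3, the medians were 2.53, 2.13 and 1.81, an SD of 0.36. Restricting the comparison to the 1095 genes with at least 10 counts at both time points moved the median most, to 2.30.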

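The mean RPM of back-splice reads at day 90 was 0.649 times that at day 45, and the groups overlapped (exact permutation test, two-sided p = 0.2). The fall was smaller with raw totals, at 0.731 times. At the gene level, the median log2 ratio of day 90 to day 45 was -0.64 over 5406 genes, with medians of -1.62, -0.26 and -0.06 for replicate numbers 1, 2 and 3. Day 90 replicate 1 had the fewest back-splice reads of the later libraries, 42858, or 309 RPM. From the rise before day 45 and the smaller change after it, the paper proposes that circRNA abundance is controlled at the level of the transcriptome during differentiation.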

**Fig. 3:**
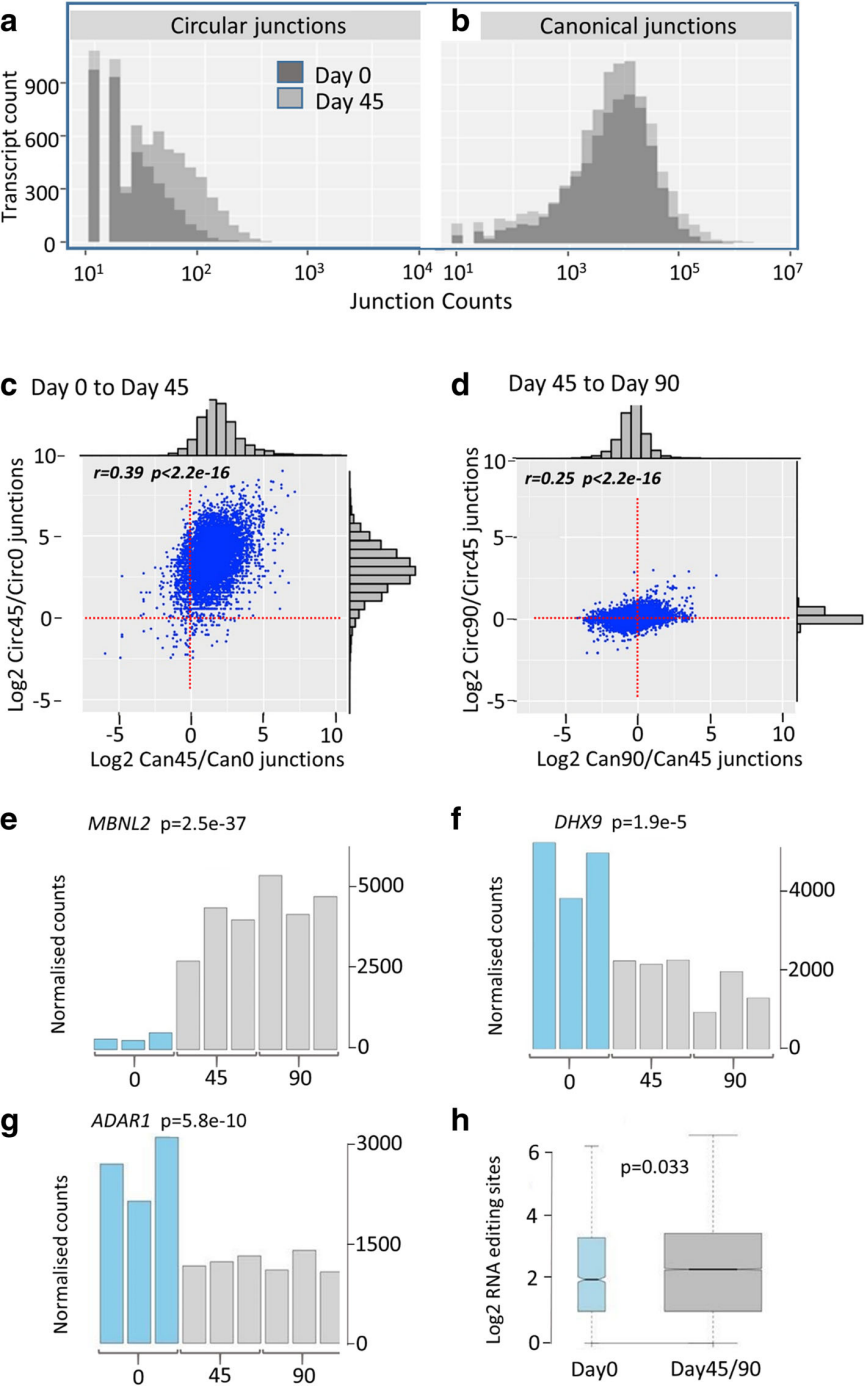
circRNA expression reaches a plateau by day 45. **a**-**b** Histograms comparing junction counts per transcript in day 0 and day 45. **c-d** Comparison of changes in back-splice and canonical junction count frequencies between time points. Junction counts were normalised to total read counts at each time-point. Distributions are shown on both axes, together with correlation coefficients and associated *p*-values. **e**-**g** Expression of genes implicated in circRNA biogenesis in untreated samples*.* Associated p-values from t-tests comparing means in day 0 versus day 45/90 are shown. **h** Box and whisker plot comparing frequencies of RNA editing sites found within 1000 bp windows flanking circRNA junctions in undifferentiated (day 0) or differentiated (day 45 and day 90) samples only, with associated p-value (Wilcoxon rank-sum test)

As Muscleblind [14] and QKI [15] RNA binding proteins can promote circularisation, their expression was investigated. Although *QKI* remained unchanged (data not shown), 2 out of the 3 human Muscleblind genes showed a significant increase by day 45 (Fig. 3e and Additional file 3: Figure S1). Furthermore, the levels of *ADAR1* [10, 11] and *DHX9* [12], which can reduce circRNA levels, decreased significantly (Fig. 3f-g), consistent with involvement in the observed circRNA upregulation. A small but significant excess of RNA editing sites (targeted by *ADAR1*) was also observed within 1000 bp of circRNA junctions found only in differentiated time-points, when compared to junctions found only at day 0 (*p* = 0.0329 Wilcoxon rank sum test, Fig. 3h).

### CircRNA expression change is defined by global upregulation and locus specific transcription levels

The upregulation of circRNAs prior to day 45, and their subsequent relative stability, suggests that their abundance is controlled at the transcriptome level during human ES cell differentiation. To identify circRNAs showing differential expression (DE) patterns, independent both of the global increase and of changes in total expression at their loci of origin, we performed two sets of pairwise comparisons between time-points: One (sample-level DE analysis) controlled for differences in library size and total circRNA levels between samples, the other (locus-level DE analysis) controlled for locus specific changes in total gene expression. Fisher exact tests were first performed, using junction counts summed across replicates, to identify candidate differentially expressed (DE) circRNAs. Then, to mitigate against sample heterogeneity, read counts of these candidate DE circRNAs in each replicate were re-analysed using two-tailed t-tests (see methods and Additional file 3: Figure S5).

In pairwise comparisons between the day 45 and day 90 samples (rows 5-8 Table 1) between 1 and 256 DE circRNAs were identified using Fisher’s exact tests, but only 1 was significant in either of the subsequent t-tests. In contrast, over 2500 transcripts were identified in each pairwise comparison between day 0 samples and later time-points, and 46-496 were significant in the subsequent t-tests (rows 1-4 Table 1). However, only 239 (~ 0.6% of all circRNAs analysed) gave 1 or more significant results in both analyses (Table 1 and Additional file 4). 

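Between untreated day 45 and day 90 libraries, 10 of 12498 circRNAs had an adjusted p under 0.05, 2 higher and 8 lower at day 90 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), and 1201 had an unadjusted p under 0.05. They were singled out after their values were seen. The strongest was a ZFPM2 circRNA (chromosome 8, 106431372 to 106456609), with 211 counts at day 45 and 16 at day 90 and a log2 change of -4.01 (standard error 0.52, adjusted p = 2.16e-10 from edgeR). Of its 211 counts, 190 came from day 45 replicate 1, and without that library its log2 change was -0.97 and not past the threshold. Circular RNAs of RAPGEF5 and FMN1 were higher at day 90, with log2 changes of 2.83 and 2.34. The others that were lower came from ZFX, REEP1, MGA, CACNA1E, ZNF254, DENND1A and RNGTT, with 21 to 39 counts at day 45 and 0 to 4 at day 90. Those of ZFX, REEP1, MGA and ZNF254 had 0 counts in day 45 replicate 2. Day 45 replicate 1 held 32 of the 39 CACNA1E counts and 16 of the 24 RNGTT counts at day 45. The DENND1A circRNA had 17, 12 and 7 counts in day 45 replicates 1, 2 and 3. Leaving out day 45 replicate 1 gave 3 circRNAs past the threshold, 1 of them among the 10. Leaving out day 90 replicate 2 gave 3, 2 of them among the 10, and leaving out day 45 replicate 2 gave 23. Fisher's exact test on summed counts moved the number most, to 921, of which 890 were lower at day 90.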

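Between day 0 and day 45, 5146 of 12498 circRNAs had an adjusted p under 0.05, 5114 higher and 32 lower at day 45 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The median log2 change of all circRNAs tested was 2.87 with sequenced reads as library sizes. Of the 12498, 11032 had at most 3 counts in every day 0 library, where a fitted change depends on the prior count. The median was 1.79 over the 1466 circRNAs with more counts at day 0, and 0.65 over 7411 circRNAs when those with at most 3 counts per day 0 library were set to the lower bound of their change and those at or under 3 counts in both groups were left out. Total back-splice counts with TMM as library sizes shifted the median to 1.60 and gave 897 circRNAs, 783 higher (87.3%) and 114 lower. DESeq2's size factors moved the result most, to a median of 1.24 and 510 circRNAs, 321 higher (62.9%) and 189 lower. Among circRNAs past the threshold that rose in every replicate, the 5 largest by fitted log2 change were of SUCO, at least 102-fold, ATRNL1, at least 42.7-fold, ZFPM2, at least 28.1-fold, ZNF568, at least 18.0-fold, and PDE4B, at least 16.9-fold, all against at most 1 count in a day 0 library, where the fitted change and its rank depend on the prior count. The SUCO circRNA (chromosome 1, 172520652 to 172539870) had 1 count at day 0 and 803 at day 45, 541 of them in replicate 1, and 190 of the 211 ZFPM2 counts at day 45 were also in replicate 1.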

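Additional file 4 lists these 239 circRNAs with positions. Chromosome, start, end and strand matched a deposited circRNA for 222 of them, and the other 17 have no strand in the supplement and matched by position. The 239 were 0.432% of the 55371 deposited circRNAs and held 115808 back-splice reads, 11.3% of the total. Their median was 171 reads over the 15 libraries, and 23 had no read at day 0.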

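Of the 239 circRNAs of Additional file 4, all had a log2 change above 0 from day 0 to day 45 with sequenced reads as library sizes, and 224 had an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The changes ran from 1.20 to 8.58 with a median of 3.44, against 2.86 for the other circRNAs tested. With circRNAs at or under 3 counts in every day 0 library set to their lower bound, the medians were 2.19 for 234 of the listed circRNAs and 0.61 for 7177 others. With TMM on back-splice totals, 230 had a change above 0 and 9 below, and 82 were called higher. The median was then 1.82, against 1.60 for the others. With DESeq2's size factors, 204 were above 0 and 35 below, and 37 were called higher. The medians were then 1.25 and 1.24, so the gap between the listed and the other circRNAs depended on the scaling. The RPM was higher in every day 45 library than in every day 0 library for 227 of the 239, where chance gives 5%. The study chose the list on these libraries, so these values are not independent evidence.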

Expression heat maps illustrate that circRNA junction levels of all 239 increase upon differentiation (Fig. 4a), with more modest changes in canonical junction counts (Fig. 4b). Thus, these circRNAs differ from the broader population only in the magnitude/consistency of expression change, not direction. Gene Ontology analysis did identify enrichment of some molecular processes and biological functions among genes from which these circRNAs are generated (Additional file 5), but none are specifically relevant to differentiation or neuronal/retinal development. In an effort to increase power, this analysis was repeated with day 45 and day 90 samples combined. As expected, this produced a larger number of DE transcripts (> 2000), but the direction of change in circRNA levels remained uniform (Additional file 3: Figure S6), providing no evidence for regulation of specific circRNAs independent of the global upregulation observed prior to day 45.

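With the 6 untreated day 45 and day 90 libraries combined against the 3 day 0 libraries, 4724 of 12498 circRNAs had an adjusted p under 0.05, 4674 higher and 50 lower (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). With TMM on back-splice totals the number was 1059, with 899 higher (84.9%) and 160 lower, and with DESeq2's size factors 668, with 413 higher (61.8%) and 255 lower. From the uniform direction of change, the paper concludes that single circRNAs gave no evidence of regulation apart from the global rise. Its tests also controlled for total expression at each locus, which was not done here.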

**Table 1:** Numbers of DE transcripts identified in pairwise time-point analyses, controlling for transcriptome wide changes in circRNA levels and locus specific changes in total expression

Comparison	Locus-level tests		Sample-level tests		Identified by both t-tests
	Fisher	t	Fisher	t	
day 0 v day 45	4207	63	6411	60	8
day 0 v day 90	2671	80	4577	46	12
day 0 v day 45 IGF-1	2965	496	4395	496	197
day 0 v day 90 IGF-1	2786	126	4362	148	29
day 45 v day 45 IGF-1	60	0	256	0	0
day 45 v day 90	121	0	208	0	0
day45 IGF-1 v day 90 IGF-1	10	1	56	0	0
day 90 v day 90 IGF-1	1	0	15	0	0

**Fig. 4:**
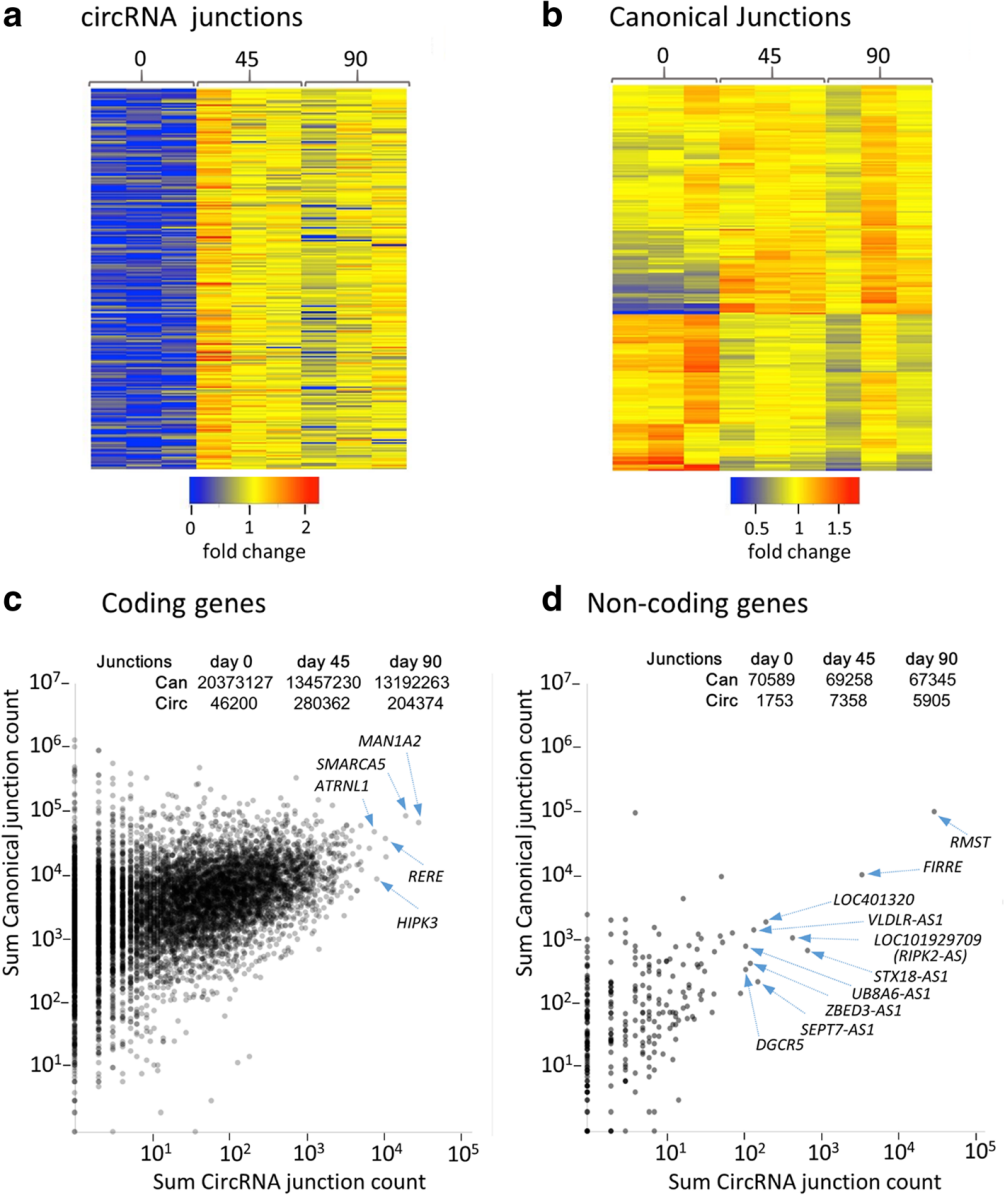
Expression increase of DE genes and abundance with respect to coding capacity. **a**-**b** Expression heat maps showing relative frequency of untreated sample junction counts from 239 DE transcripts identified in both sample-level and locus-level t-tests (see methods). **c** Total canonical junctions versus total circRNA junctions in all circRNA producing coding genes (summed across all samples). The 5 genes with the highest circRNA counts are indicated. **d** Total canonical junctions versus circRNA junctions in all circRNA producing non-coding genes (summed across all samples). The 10 genes with the highest circRNA counts are indicated. Total numbers of canonical and circRNA junctions in untreated samples at each time-point are also shown, and confirm that the increase in junction counts between days 0 and 45 affects circRNAs from both coding and non-coding genes

### Non-coding circRNA producing genes have higher circular/linear ratios than coding genes

The vast majority of the 239 significant DE circRNAs have been identified previously and are derived from coding genes (Additional file 3: Figure S4). However, the most abundant is from *RMST*, a lncRNA known to be involved in the regulation of neural stem cell fate [48]. 

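Of the 239 circRNAs, 236 came from protein-coding genes, 1 from a non-coding gene, and 2 could not be assigned to a gene. Their median genomic span was 8627 bases, against 10077.5 bases for the other 55132 circRNAs (permutation test of mean ranks, p = 0.00114). Among the circRNAs with at least 100 reads, chosen as a comparison after the data were seen, the order was reversed, with medians of 9995 bases for 160 of the 239 and 7532 bases for 1576 others (permutation test of mean ranks, p = 0.407).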

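The RMST circRNA with donor exon 12 and acceptor exon 6 had 22422 back-splice reads over the 15 libraries, 2.18% of all, and ranked 1 of 55371. The circRNAs that followed came from SMARCA5 (14741 reads), MAN1A2 (11520), MSANTD3-TMEFF1 (7496) and HIPK3 (6298). The gene MSANTD3-TMEFF1 is a readthrough of neighbouring genes, so this assignment is uncertain. Summed over all circRNAs of a gene, RMST led with 23005 reads, followed by MAN1A2 with 21416, SMARCA5 with 14844, MSANTD3-TMEFF1 with 8313, RERE with 8162, HIPK3 with 6378 and ATRNL1 with 5923. In the untreated libraries alone, MAN1A2 had more reads than RMST, 11133 against 10123. From day 0 to day 45, the main circRNAs of SMARCA5, MAN1A2, HIPK3 and RERE changed by 2.80, 4.35, 2.47 and 4.34 on the log2 scale, each past the threshold in edgeR. With DESeq2's size factors, those of SMARCA5 (0.40) and HIPK3 (0.12) no longer passed.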

As the functional relationship between linear and circular transcripts from coding and non-coding loci will be different, we analysed the relationship between circRNA and canonical junction frequency with respect to coding potential (Fig. 4c-d). This established that circRNAs from non-coding genes make up a higher proportion of the total transcripts from their loci of origin than circRNAs from coding genes (*p* < 1 × 10^− 5^ Wilcoxon rank-sum test), with a mean circular to linear junction ratio of 0.25 (IQR 0.18) compared to 0.04 (IQR 0.024) for coding genes, despite non-coding genes being generally expressed at lower levels. Interestingly, the 2nd most abundant non-coding circRNA was from the lncRNA *FIRRE*, implicated in both adipogenesis in mouse [49] and chromosomal nuclear localisation [50, 51], with anti-sense RNAs of unknown function also having a high proportion of circRNA junctions. 

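FIRRE was second among 291 non-coding genes with 2857 back-splice reads, and its main circRNA ranked 18 of all circRNAs with 2362 reads. The next non-coding genes were STX18-AS1 with 593 reads, ENSG00000261553 with 571 and RIPK2-DT, the current symbol of RIPK2-AS, with 383. Of the other genes in Fig. 4d, SEPTIN7-DT had 140 reads, VLDLR-AS1 125, ZBED3-AS1 113 and UBA6-DT and DGCR5 98 each. The most abundant circRNAs of STX18-AS1, RIPK2-DT, SEPTIN7-DT, ZBED3-AS1 and DGCR5 rose between day 0 and day 45 with sequenced reads as library sizes, past the threshold in edgeR. Those of UBA6-DT (adjusted p = 0.108) and VLDLR-AS1 (adjusted p = 0.0812) had at most 1 count in a day 0 library and at most 5 in a day 45 library and did not pass, so a rise was not established for them. The fitted log2 change of the UBA6-DT circRNA was below 0 with DESeq2's size factors (-0.29), and those of STX18-AS1, RIPK2-DT and ZBED3-AS1 did not pass with TMM or with these size factors. Ratios to canonical junctions were not analysed here.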

Because of the known involvement of both *RMST* and *FIRRE* in developmental processes, we analysed read depth and splice junction frequency in these two genes in detail.

### CircRMST:E12-E6 can account for > 99% of *RMST* transcription, and upregulation is consistent with a promoter change

*RMST* read and circRNA junction counts were consistent between replicates at each time-point, and representative data from day 0 and 45 are shown in Fig. 5a. All exons corresponding to annotated isoform uc001tez.1 (grey) increased > 30 fold in abundance between these time-points, but there is an equivalent increase in a back-splice junction which spans all exons in this transcript. This is consistent with a single abundant circRNA (circ*RMST*:E12-E6, red box Fig. 5a and see Additional file 3: Figure S7). 

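The back-splice joins the end of exon 12 to the start of exon 6 of transcript ENST00000538559 on the plus strand of chromosome 12 (hg19), from 97886239 to 97954825. It spans 68587 bases and 7 exons. In the hg19 sequence the 15 bases on either side of the junction are GAATGGCTTCATGAG and ATTCTCAGGATGATG, with GT after the donor exon and AG before the acceptor exon. Its counts were 31, 36 and 29 in day 0 replicates 1, 2 and 3, and 797, 1923 and 2705 in day 45 replicates 1, 2 and 3. Its RPM rose from 0.236 ± 0.0254 (SD, n = 3) to 13.2 ± 5.67 (SD, n = 3), a ratio of 55.8. The log2 change was 5.80 (standard error 0.48, adjusted p = 2.59e-29 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 4.15 with TMM on back-splice totals and 3.56 with DESeq2's size factors, past the threshold under both. From a back-splice that spans all exons of the transcript and rose with them, the paper proposes a single abundant circRNA. The paper also reports a rise of this junction by qPCR, and its resistance to RNase R by qPCR and Northern blotting.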

Strikingly, when junction counts across all time-points were analysed (Fig. 5b), only junctions internal to E6 and E12 (so expected to be within the circRNA) exceeded 150 counts at any time point, and most exceeded 3000 at days 45 and 90. An additional 18 low abundance *RMST* circRNAs were also identified, collectively encompassing all but the terminal annotated exons (Fig. 5b). Furthermore, exon junctions which both involve the main circRNA splice acceptor (E6) and could potentially be within linear RNAs (E5-E6 and E5B-E6), were at frequencies < 0.5% of E12-E6 at later time-points (e.g. 24 and 17 v 5425 at day 45).

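The deposited list held 14 RMST circRNAs. Besides the E12-E6 structure, which held 97.5% of the RMST back-splice reads, 13 structures shared 583 reads. The most abundant of them joined exon 10 to exon 6, with 431 reads, of which 2 were from day 0, 103 from day 45 and 76 from day 90 without IGF-1. The exons 11 to 6 and 10 to 10 structures had 54 reads each, and 6 RMST circRNAs in all had at least 10 reads. Donor and acceptor exons ran from exon 2 to exon 13 of the transcript.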

**Fig. 5:**
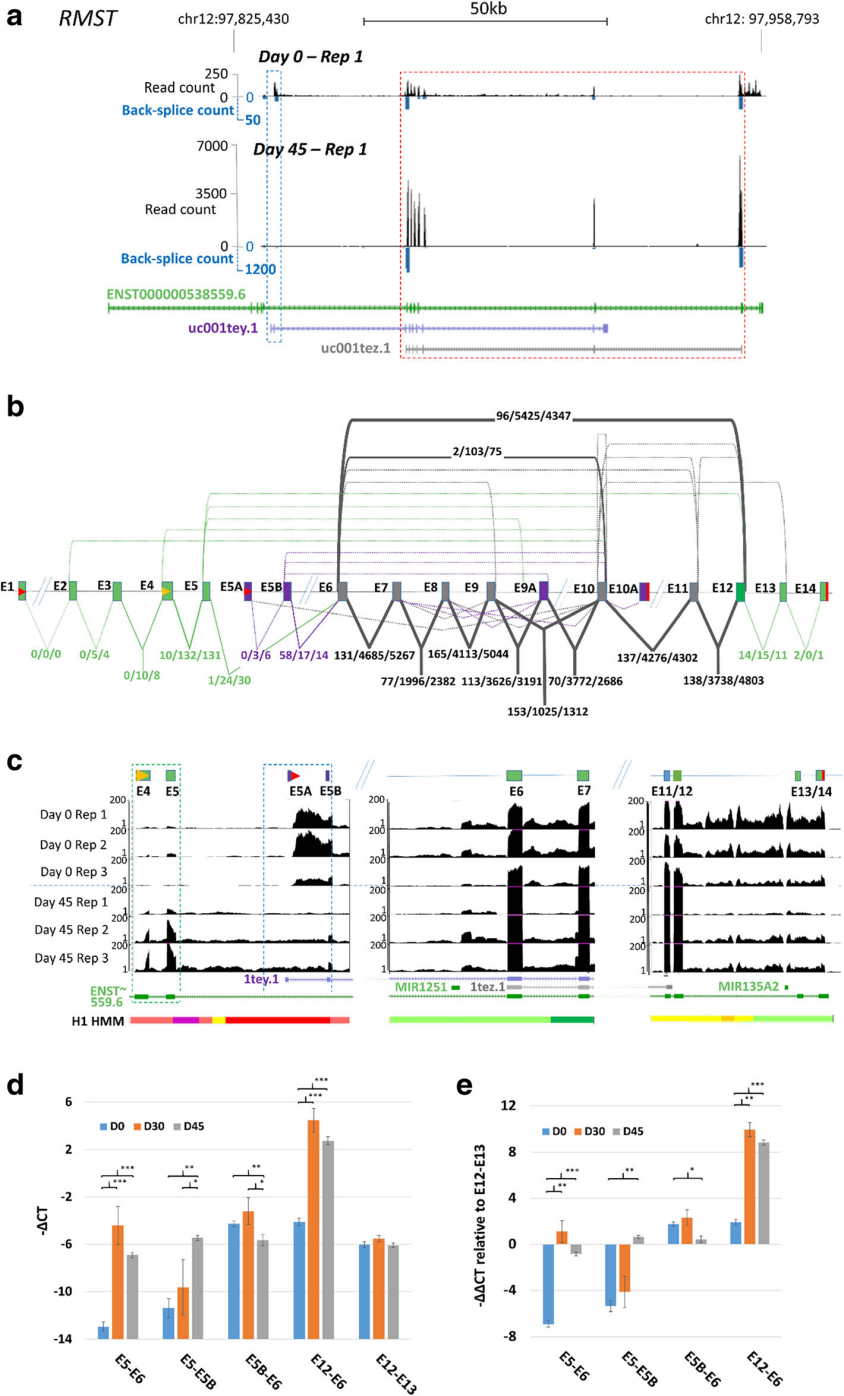
*RMST* is a circRNA in differentiated H9 cells. **a** Modified UCSC browser representation of mapped read count (black) and back-splice junction count (blue) at the *RMST* locus in untreated replicate 1 at day 0 and day 45. Back-splice reads span a single junction and only the donor and acceptor exons are indicated. Scales are different in the two time-points to allow visualisation of both. GENCODE (green) and Refseq (purple and grey) annotations are shown, together with genomic scale. Exons within circ*RMST*:E12-E6 are enclosed by a red box, upstream exons highly expressed at day 0 are enclosed by a blue box. **b** Schematic of *RMST* exon structure, showing circRNA junction counts (above exons) and canonical counts (below exons) summed across untreated replicates for all time-points (0/45/90). Counts were calculated for all exon combinations within each annotated transcript. Numbers are only shown for junctions with 10 or more supporting reads at 1 or more time-points. Exons specific to a single annotated transcript are colour coded (as in a). Exons present in multiple annotated transcripts are shown in grey. Exons are numbered relative to the longest ENCODE annotation ENST00000538559.6 (ENST~ 559.6). Annotated (red) and inferred (orange) transcription start and stop sites are also shown. Data from IGF-1 treated samples are comparable. **c** Adapted UCSC screen-shots showing changes in expression at exons of uc001tey.1 and ENST00000538559.6 upstream of E6 (left panel) and miRNA precursors flanking the E12-E6 circRNA (middle and right panels) in all untreated replicates. ENCODE/Broad chromatin state segmentation [52] within the H1 ES cell line is also shown (H1): Light red/bright red/purple = weak/active/poised promoter, light/dark green = weak/elongation transcription, orange/yellow = strong/weak enhancer). Scale is capped at 150 to allow direct comparison between time-points. **d**-**e** qPCR confirmation of increase in *RMST* circRNA and E5-E5B junctions. d. Mean ΔCt values from 3 biological replicates assayed at day 0, 30 and 45 are shown (+/− S.E.M). **e** ΔΔCt values relative to E12-E13. p-values *p < 0.05, **p < 0.01, ***p < 0.001

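Counts of circRMST:E12-E6 were 1581, 2377 and 2226 in the day 45 IGF-1 replicates 1, 2 and 3, and 1812, 2106 and 2453 in the day 90 IGF-1 replicates 1, 2 and 3. This was 16.2 ± 1.43 RPM (SD, n = 3) at day 45 with IGF-1 and 14.7 ± 1.83 RPM (SD, n = 3) at day 90 with IGF-1. Untreated day 90 replicates 1, 2 and 3 had 556, 2056 and 1734 counts, or 10.1 ± 5.52 RPM (SD, n = 3). The log2 difference between treated and untreated libraries was 0.30 at day 45 and 0.55 at day 90, neither past the threshold in edgeR.

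**Figure D2:**
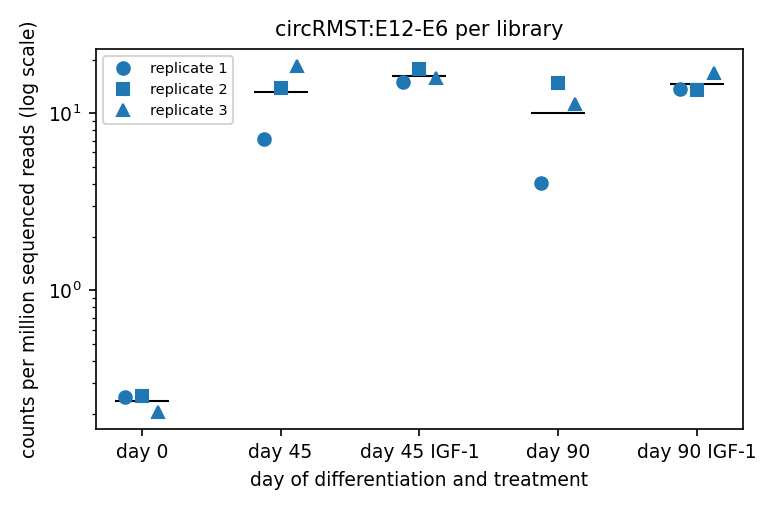
Counts of circRMST:E12-E6 per 1000000 sequenced reads (vertical axis, log scale) in each library, grouped by day and IGF-1 treatment (horizontal axis). Points are libraries, marked by replicate number, and horizontal bars are the means of 3 libraries, which rise from 0.236 at day 0 to 13.2 at day 45.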

To identify potential sites of transcript initiation, exons 5′ to the main circRNA were investigated (Fig. 5c), and uncovered both a high frequency of intron retention between exons 1 and 2 of uc001tey1 (defined here as E5A and E5B, blue box), and a reduction in reads mapping to this region by day 45. Over the same period there was an increase in reads and splice-junctions involving E4 and E5 (green box), indicating a change in isoform structure over time. These exons lie within a regions defined by ENCODE/Broad chromatin state segmentation [52] as a weak promoter (light red) within the human H1 ES cell line (Fig. 5c). In contrast, transcription immediately upstream and downstream of the E6-E12 region, which span miRNA precursors and could potentially be involved in generation of the circRNA, showed no consistent change (Fig. 5c middle and right hand panels).

To confirm changes in circRNA levels, and investigate the putative change in isoform levels, we used qPCR to assay splice junctions at days 0 and 45, and at an intermediate time-point (day 30) from the same differentiation series. Overall, the correlation between RNAseq junction counts and qPCR data was 0.93 (Additional file 3: Figure S8) and results are shown in Fig. 5d. A ~ 100 fold induction of E5-E6 (7-8 Ct) was observed between day 0 and 30, together with a similar increase in the E5-E5B junction by day 45 (both *p* < 0.001), the latter establishing that isoforms ENST00000538559.6 and uc001tey1 are not independent. A modest drop in E5B-E6 expression was also observed (*p* < 0.01 by day 45). The E12-E6 circRNA junction, present at similar levels to E5B-E6 at day 0, also increased > 100 fold by day 30 (*p* > 0.001). However, there was little change in the downstream canonical E12-E13 junction. The induction of both the E5A containing isoform, and the E12-E6 circRNA, is clear when the data is displayed relative to E12-E13 (Fig. 5e). In silico analysis of RNAseq data from human fetal and embryonic eye tissue (Mellough et al. in preparation) also established that the E12-E6 circRNA is the most abundant *RMST* isoform during differentiation in vivo (Additional file 3: Figure S9).

### The lncRNA *FIRRE* is downregulated, and upon differentiation its major transcripts are circular

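The main FIRRE back-splice joins the end of exon 10 to the start of exon 5 of transcript ENST00000427391 on the minus strand of chromosome X (hg19), from 130883334 to 130928494, and spans 45161 bases and 6 exons. The 15 bases on either side of the junction are AGATACTTTATGAGG and AGACTAAGGTGTCAG, with GT after the donor exon and AG before the acceptor exon. Its counts in day 0 replicates 1, 2 and 3 were 380, 457 and 247, or 2.67 ± 0.793 RPM (SD, n = 3).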

*FIRRE* expression at day 0 was consistent between replicates, and exons with the highest RNAseq read counts (E5 to E10) were also bound by an abundant back-splice junction (Fig. 6a and see Additional file 3: Figure S7), indicative of a single dominant circRNA. Although expression fell in all replicates between day 0 and day 45, heterogeneity was observed, with replicate 1 showing a pronounced drop in expression of all exons (Fig. 6a). This is likely to reflect differences in activity of the single promoter region inferred from ENCODE data (Fig. 6a). 

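In day 45 replicates 1, 2 and 3, circFIRRE:E10-E5 had 18, 173 and 171 counts, or 0.86 ± 0.605 RPM (SD, n = 3), all below the day 0 libraries. The log2 change from day 0 to day 45 was -1.63 (standard error 0.40, adjusted p = 3.54e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -3.25 with TMM on back-splice totals and -3.85 with DESeq2's size factors, and did not pass in DESeq2's Wald test (adjusted p = 0.0668). In replicate 1 it made up 0.0165% of the back-splice reads of the library, against 0.192% and 0.193% in replicates 3 and 2. Replicate 1 was also the lowest of the day 45 IGF-1 libraries, with 10, 131 and 161 counts in replicates 1, 2 and 3. At day 90 the counts were 51, 129 and 126 without IGF-1 and 116, 108 and 84 with IGF-1. The paper proposes that the heterogeneity reflects the activity of a single promoter region.

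**Figure D3:**
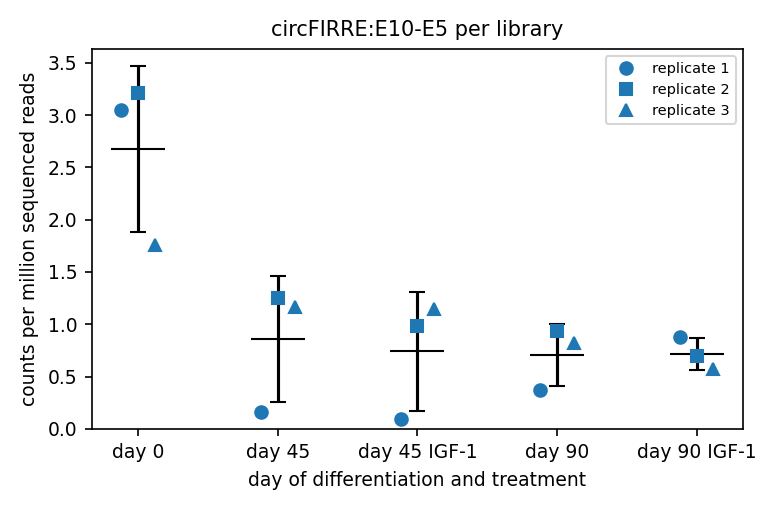
Counts of circFIRRE:E10-E5 per 1000000 sequenced reads (vertical axis) in each library, grouped by day and IGF-1 treatment (horizontal axis). Points are libraries, marked by replicate number, and bars give the mean and SD of 3 libraries; the mean falls from 2.67 at day 0 to 0.86 at day 45, and replicate 1 is lowest at day 45 with and without IGF-1.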

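The deposited list held 20 FIRRE circRNAs, whether they were taken by position and strand or by gene name. The E10-E5 structure held 82.7% of their back-splice reads, and the other 19 shared 495 reads, from 241 for the structure that joins exon 9 to exon 5 down to 1. At least 10 reads were found for 9 of the 20.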

In total, 20 *FIRRE* circRNAs were identified, ranging in abundance over 3 orders of magnitude (Fig. 6b) and encompassing all but 3 annotated exons (E1, E2, E13). All exon junction counts (Fig. 6b) were consistent with the general reduction in *FIRRE* expression between day 0 and 45. 

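Summed over the untreated replicates, the back-splice from exon 9 to exon 5 had 148, 37 and 15 counts at day 0, day 45 and day 90, and that from exon 7 to exon 6 had 39, 3 and 11. Of the 32 circRNAs called lower at day 45 by edgeR, 6 were FIRRE circRNAs. The back-splices from exon 11 to exon 10 (0 counts at day 0 and 3 at day 45), from exon 6 to exon 3 (0 and 1) and from exon 10 to exon 9 (1 and 1) did not fall, and each had at most 3 counts over the untreated replicates of any time point. Canonical FIRRE junctions were not analysed here.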

Critically, junction counts involving exons external to circRNAs (E1 and E2) fell more dramatically than others: Only the E10-E5 circRNA junction, and canonical junctions internal to these exons, exceeded 150 counts at days 45 and 90 (Fig. 6b). 

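Summed over the 3 untreated replicates, circFIRRE:E10-E5 had 1084 counts at day 0, 362 at day 45 and 306 at day 90. Of the 362 counts at day 45, replicate 1 gave 18.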

By day 45 the E10-E5 junction count (362) was ~ 10 fold higher than the E1-E2 junction count (32), and > 50 fold higher than any counts from junctions which could both involve the main circRNA acceptor exon (E5) and be within linear RNAs (E2-E5, 4; E3-E5, 2; E4-E5, 0). This suggests that in differentiating H9 ES cells, > 98% of reads from the abundant central exons are from circular RNAs.

**Fig. 6:**
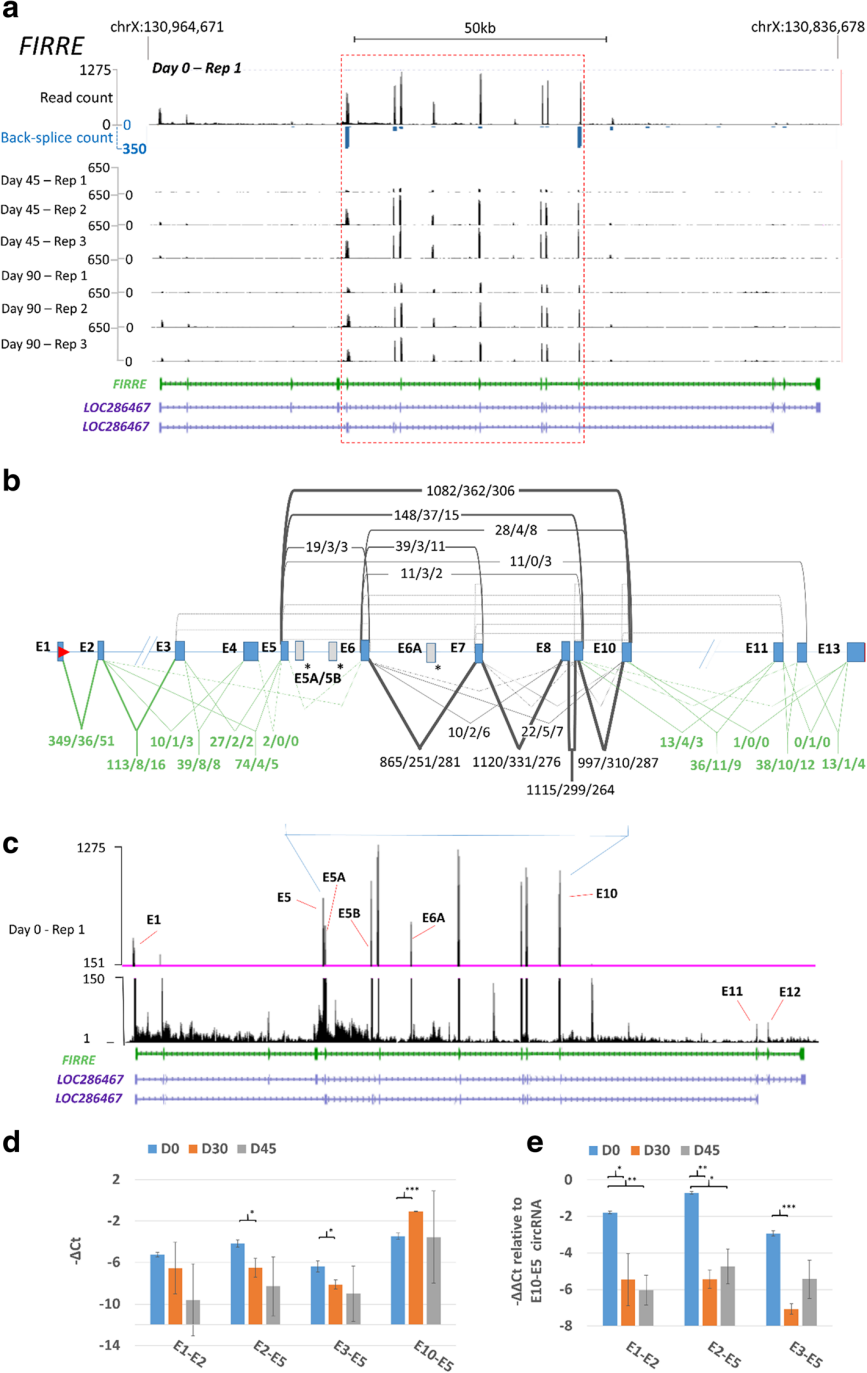
*FIRRE* is downregulated, and its major transcripts are circular in differentiated cells. **a** Modified UCSC browser representation of mapped read count coverage (black) and back-splice junction count (blue) at the *FIRRE* locus in untreated replicate 1 at day 0 (top), shown above the mapped read data from all untreated replicates at days 45 and 90. Back-splice reads span a single junction and only the donor and acceptor exons are indicated. GENCODE (green) and RefSeq (purple) annotations are also shown, together with a genomic scale. ENCODE/Broad chromatin state segmentation [52] within the H1 ES cell line is also shown: Light red/bright red/purple = weak/active/poised promoter, light/dark green = weak/elongation transcription, orange/yellow = strong/weak enhancer, grey = heterochromatin low signal, blue = insulator. **b** Schematic of *FIRRE* exon structure, showing circRNA junctions and counts (above exons) and canonical junctions and counts (below exons), summed across untreated replicates for all time-points (0/45/90). Additional exons not present within the GENCODE *FIRRE* annotation are shown in grey (asterisked) and numbered A, B etc. with respect to ENCODE annotation. Only junctions involving annotated *FIRRE* exons are shown, and numbers are only given for junctions with 10 or more supporting reads in 1 or more time-points. **c** Modified UCSC browser image showing position and relative abundance of additional exons not in ENCODE annotation. The scale is split at 150 to facilitate visualisation of rare exons (see Additional file 3: Figure S4). **d**-**e** qPCR validation of expression changes of circ*FIRRE*:E10-E5 and upstream junctions. d. Mean ΔCt values from 3 biological replicates assayed at day 0, 30 and 45 are shown (+/− S.E.M). e. ΔΔCt values relative to to E10-E5. *p < 0.05, **p < 0.01

The read distributions also suggested that *FIRRE* transcripts may contain additional exons which are either unannotated, or annotated within alternative transcripts (grey in Fig. 6b). We investigated these using a combination of annotation-free exon junction mapping and amplicon sequencing of RT-PCR products (see Methods). This both confirmed the existence of the rearranged transcript structures inferred from RNAseq data, and established that exons E5A, E5B, E6A, and the minor exon E10A and E10C, are integrated within multiple circRNAs up to > 1 kb in length (Additional file 3: Figure S10 and Additional file 6). Of the annotated *FIRRE* exons, only E1, E2, E4 and E13 were not identified within circRNAs by amplicon sequencing. This analysis also ruled out the existence of *FIRRE* transcripts containing upstream linear exons (e.g. E1, E2) spliced directly to unannotated exons downstream of E5 (Additional file 7), and identified a further 19 circRNA junctions and minor unannotated exons distal of E10 (Additional file 3: Figure S10). Interestingly, a dot-matrix of internal sequence repetition within *FIRRE* (Additional file 3: Figure S11) also established that the E5-E10 region contains the majority of the DCC repeats known to function as nuclear localisation signals [50, 53].

We used qPCR to validate the expression levels of E10-E5 and upstream exon junctions within RNAs isolated at days 0 and 45, together with an intermediate time-point, day 30 (Fig. 6). The correlation between RNAseq-derived junction counts and qPCR data across all *FIRRE* assays was 0.75, lower than for *RMST* (Additional file 3: Figure S8). This is likely due to the impact of repetitive sequence ([53] and Additional file 3: Figure S11) on both read mapping and PCR amplification. Despite this, the relative expression of all junctions at day 0 were consistent with the RNAseq data (Fig. 6d). We did observe an increase in E10-E5 expression by day 30, a time-point not assayed by sequencing, but all other junctions decreased in abundance. The relatively low expression level of all *FIRRE* exons in replicate A by day 45 (Fig. 6a) resulted in large standard errors of expression estimates at this time-point. However, relative expression levels of junctions remained consistent within replicates at each time-point, and the fall in E1-E2 and E2-E3 relative to E10-E5 observed in the RNAseq data was both confirmed, and found to be significant (~ 16-32X reduction, Fig. 6e). In silico analysis of RNA seq data from human fetal and embryonic eye tissue also established that the E10-E5 circRNA is the most abundant *FIRRE* isoform during differentiation in vivo (Additional file 3: Figure S9).

### *RMST* E12-E6 accounts for > 99% of adult neural *RMST* expression

Having established that two functionally important lncRNAs almost exclusively generate circular isoforms during ES differentiation, we investigated their abundance in adult tissues (Fig. 7). In all neural tissues analysed as well as heart, the *RMST* E12-E6 circRNA junction was detected 7-8 cycles earlier than either of the linked upstream canonical junctions assayed (E5-E6, E5B-E6), indicating that it is also > 100 fold more abundant in these tissues (Fig. 7a). Read and back-splice distributions within independent publicly available total RNAseq data from adult brain [54] were also consistent with this (Additional file 3: Figure S12). In tissues such as lung and kidney the circRNA was ~ 15-50X more abundant, while in liver the linear transcripts could not be detected. In contrast, all *FIRRE* structures are present at much lower levels in the adult tissues analysed relative to ES cells (Fig. 7b), consistent with previous analyses [50]. Although all junctions were detected at low levels, E1-E2 was ~ 10X more abundant than other junctions in spinal cord, and the E10-E5 junction was very low in all tissues, indicating no circRNA enrichment. In silico analysis of independent publicly available RNAseq datasets also confirmed the low expression of all *FIRRE* exons in the adult tissues analysed here, as well as skin, breast, muscle, bladder, prostate, ovary, and colon ([54], data not shown).

**Fig. 7:**
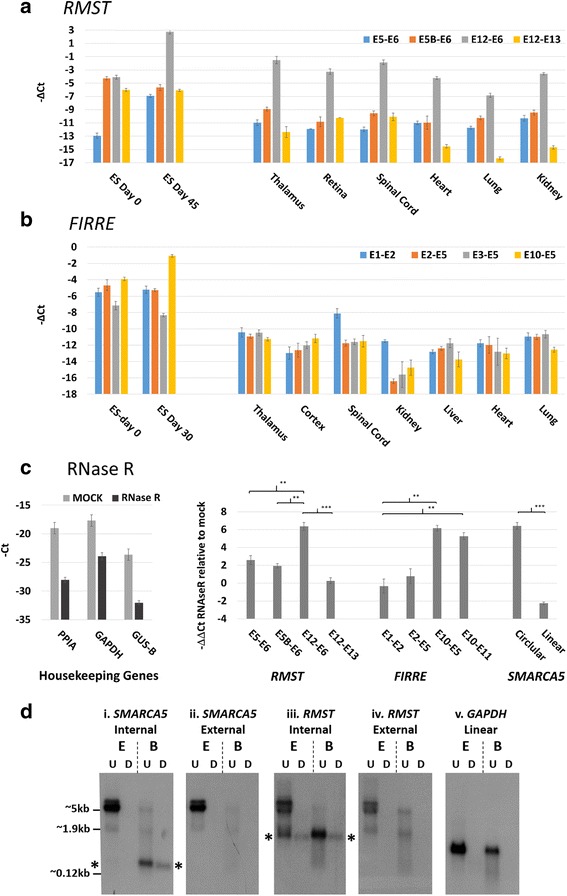
Tissue distribution and RNase R resistance of *RMST* and *FIRRE* junctions. **a** *RMST* junctions in adult tissue. **b** *FIRRE* junctions in adult tissue. Mean ΔCt values of 3 technical replicates are shown (+/− S.E.M). **c** RNase R sensitivity of *RMST* and *FIRRE* junctions. Left panel; –Ct values of 3 housekeeping genes in digested and mock reactions. Right panel; -ΔΔCt values of RNase R digested relative to undigested (see methods). A control linear/circRNA transcript pair (*SMARCA5*) is also shown. Means from 3 biological replicates are shown +/− S.E.M, except for *FIRRE* E2-E5 where only technical replicates were available. *p < 0.05, **p < 0.01, ***p < 0.001. **d** Replicate Northern blots of day 0 ES (E) and adult brain (B) RNAs, digested with RNase R (D) or undigested (U) and hybridised with i. *SMARCA5* probe internal to circRNA (E15-E16), ii. *SMARCA5* probe external to circRNA (E10-E13), iii. *RMST* probe internal to main circRNA (E6-E9), iv. *RMST* probe external to main circRNA (retained intron 5A-E5B), v. *GAPDH* probe (E3-E6). RNase R resistant transcripts are highlighted with asterisks, and approximate position of human rRNAs are shown

### *RMST* and *FIRRE* exons external to circRNAs are sensitive to RNase R

To confirm that transcripts from both genes are circular in ES cells, we tested the prediction that circRNA specific exon junctions would be resistant to RNase R, using independent day 0 RNA isolations from the H9 cell line (Fig. 7c). As anticipated, RNase R digestion reduced levels of linear housekeeping genes ~ 100-500 fold (~ 7-9 cycles, left panel). In contrast, *RMST* E12-E6 and *FIRRE* E10-E5, together with *FIRRE* E10-E11 (which is present within 8 circRNAs), were enriched ~ 30-60 fold relative to linear housekeeping controls, significantly more than other junctions (*p* < 0.01 all comparisons). This is similar to the enrichment seen with a control circRNA (*SMARCA5* E16-E15 [7, 15]). However, the terminal exons assayed, which are not associated with any circRNAs (*RMST* E12-E13 and *FIRRE* E1-E2), showed no enrichment, confirming their linearity. Other proximal exons assayed either showed limited enrichment (2-4 fold *RMST* E5-E6, E5B-E6), or no enrichment (*FIRRE* E2-E5), suggesting they are also primarily within linear RNAs.

Finally, RNase R resistance of *RMST* E12-E6 was also confirmed by Northern blotting of RNA from day 0 ES cells and adult brain (Fig. 7d). A control probe internal to the circRNA from *SMARCA5* (E16-E15) confirmed effective RNase R digestion, as it identified a small RNase R resistant transcript abundant only in brain (Fig. 7d-i) which was not identified by a *SMARCA5* probe external to the circRNA (Fig. 7d-ii). This is consistent with RNAseq data (Additional file 3: Figure S12) and qPCR data (above). The *RMST* probe internal to the main E12-E6 circRNA (Fig. 7d-iii) identified a single RNase R resistant transcript as the dominant isoform in adult brain, also consistent with RNAseq data (Additional file 3: Figure S12) and qPCR data (above). Furthermore, this transcript was less abundant than other, longer, *RMST* transcript in ES cells, and was not identified by the *RMST* probe external to the E12-E6 circRNA (Fig. 7d-iv). The intensity of hybridisation to this transcript indicated some loss of material during RNase R digestion. However, loss was also observed with the *SMARCA5* circRNA control. These results provide additional evidence that *RMST* E12-E6 circRNA is the dominant isoform in adult brain. They also establish the presence of linear *RMST* isoforms over 5 kb in length within H9 ES cells, much longer than current annotations for this gene (~ 1.0-2.6 kb).

## Discussion

We have performed deep sequencing of a human ES cell retinal differentiation series to investigate changes in circRNA expression in a defined cell lineage, and to identify those of potential functional importance. We observed a striking transcriptome-wide increase in circRNA abundance specifically within the first 45 days, consistent with circRNA levels being under global control during differentiation. These results have parallels with temporal increases observed in previous analyses of tissues from a variety of species [32, 34, 37, 55], but the observation here of rapid circRNA increase upon differentiation, followed by relative stasis, is novel.

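Ranked by p-value among the 12498 circRNAs tested between day 0 and day 45, circRMST:E12-E6 was second in edgeR's quasi-likelihood test with sequenced reads as library sizes, after the SUCO circRNA (adjusted p = 1.81e-35). It ranked first with TMM on back-splice totals, in DESeq2's Wald test and among circRNAs with at least 50 counts, and second with DESeq2's size factors, after circFIRRE:E10-E5. It ranked 2 with the replicate number in the model, 4 without a filter on counts, and 4 or 3 with a term for Q30 groups, depending on which Q30 value belongs to which of day 90 replicates 1 and 2. This term was chosen after the data were seen. In Fisher's exact test on summed counts it was among 5 circRNAs with p-values too small to be computed apart from 0, which could not be ranked against each other.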

The most abundant circRNA we observed, and the one which showed the most significant change in expression over time, was from the lncRNA *RMST*, previously implicated in neuronal differentiation [48]. Surprisingly, we establish that > 99% of the transcriptional output from *RMST* in differentiating human ES cells, and a variety of adult tissues, is accounted for by this circRNA. This provides a simple explanation for the very weak signals obtained in Northern blots of PolyA+ RNA from brain during the original characterisation of this gene [56]. The *RMST*:E12-E6 structure was first described as an ES cell-specific trans-spliced transcript (*tsRMST*) and reported to play a role in maintenance of pluripotency [40]. However, it has since been shown to be both circular and abundant in differentiating and adult tissues ([11, 37], this study). It was identified as one of several hundred circRNAs expressed at > 50% of the level of associated linear isoforms in embryonic neuronal tissues [37]. In addition, its murine orthologue is abundant in mouse brain, RNase R resistant, and enriched in synaptoneurosomes [11]. Critically, the expression differential established here between circ*RMST*:E12-E6 and flanking exons suggests that the *RMST* isoform in differentiated cells warrants classification as a circular lncRNA, and that linear transcripts could represent by-products or unprocessed precursors. Our results also suggest that the circular isoform present in differentiating cells and adult tissues, and linear isoforms present in ES cells, are driven by distinct promoters.

We have also established that *FIRRE* is predominantly a circular lncRNA during human ES cell differentiation when it is expressed at high levels, and that the major circular isoform can account for > 98% of *FIRRE* transcription. This provides a simple explanation for the reported stability of mature *FIRRE* transcripts relative to pre-mRNAs [50], and for the larger changes in *FIRRE* expression observed in total RNA relative to oligodT enriched templates [51]. We have identified a total of 39 *FIRRE* circRNAs whose abundance spans 3 orders of magnitude, and confirmed the integration of novel unannotated *FIRRE* exons into circular transcripts. While the complexity of this locus has been noted [50], it is clear from our in silico analysis and amplicon sequencing that the structure and transcriptional output of this gene remains to be fully resolved. Furthermore, for both genes, sequence motifs and RNA binding proteins involved in circularisation, and the factors which control promoter activity and isoform changes, remain to be defined.

The huge differential in abundance of circular and linear exons we observed in differentiated time-points (average of >100X for *RMST* and > 30X for *FIRRE*) is presumed to be due to stability of circular forms and degradation of back-splice by-products. On an evolutionary timescale circularisation may provide a route through which the level of a lncRNA can be dramatically increased, due to the reduced degradation of circular forms, without altering promoter activity. It follows that subtle changes in the activity of promoters driving both genes could have profound effects upon circRNA levels and may, for instance, underpin the expression heterogeneity observed here for *FIRRE* at day 45. Our data also suggest that high sequencing depths will be required to accurately define the linear exons and transcription start sites of circular lncRNAs such as these and, together with the recent discovery that the archetypal circRNA ciRS-7 (*CDR1-AS*) is embedded within cryptic exons of a linear lncRNA [57], highlight the growing need for the integration of circRNA data within genome-wide annotations.

A key question to address is whether circularity merely serves to influence transcript abundance, or whether it can impact qualitatively upon function. While in vitro over-expression of both *RMST* and *FIRRE* have been shown to rescue some effects of loss or absence of endogenous gene expression [40, 48], the linear transcripts used in these analyses contained exons shown here to be almost exclusively circular at some time-points. As circularisation will alter sequence proximity and relative orientation, it could influence protein binding or binding partner position within RNA/protein complexes. Isoform differences could, therefore, account for the distinct roles in pluripotency [40] and neuronal differentiation [48, 58] attributed to *RMST*. Furthermore, circularity may increase complex stability, something particularly relevant to *FIRRE* which is involved in establishing and maintaining physical interactions between remote chromatin domains [59].

Our observation that circRNAs from non-coding RNAs account for a higher proportion of transcriptional output from their loci of origin than other circRNAs is also of interest, as the novel circular antisense RNAs we have identified may represent further circular lncRNAs of functional importance. However, non-coding RNAs are enriched for interspersed repeats which can promote circularisation [5, 8, 9], so it is possible that differences in the local genomic environment will contribute to these elevated circRNA levels.

## Conclusions

Finally, although there are a growing number of reports of functional circRNAs derived from coding genes [22, 60–62], some of the clearest evidence for circRNA function involves transcripts from non-coding loci. These include *CDR1-AS* and *CircPVT1*, which act as sponges for miR-7 and let-7 respectively, and have been implicated in zebrafish midbrain development [20] and cellular senescence [23]. In addition, *CircANRIL* has been shown to modulate rRNA maturation through binding to the 60S rRNA assembly factor *PES1* [29]. Current evidence suggests that the two lncRNAs defined here as being circular, function through distinct mechanisms: *RMST* is a transcriptional co-regulator which can bind to SOX2, hnRNPS2/B1, NANOG, and the PRC2 complex [40, 48], while *FIRRE* has been implicated in organising chromosomal domain topology, and tethering the inactive X chromosome to the periphery of the nucleolus through interaction with CTCF [50, 51]. Our results therefore also extend the range of molecular mechanisms through which circRNAs are known to function.

## Methods

### Source of human materials used

All tissue RNAs, and the control human DNA, were obtained as purified nucleic acids from Biochain (AMS Biotechnology).

### Differentiation of H9 ESCs

Passage 34-35 of the human embryonic stem cell line H9 line (obtained from WiCell, agreement number 06-W097), were expanded and differentiated according to the protocol outlined in [41], with minor modifications [42] to generate 3D laminated retina containing the major retinal cell types including photoreceptors. Cells were differentiated in triplicate with and without insulin growth factor 1 (IGF-1) treatment [42]. Upon differentiation, hESCs formed embryoid bodies (EBs) which developed morphologically distinct phase-bright structures reminiscent of the evaginating optic vesicle and invaginating optic cup, as previously described [42]. Phase-bright structures were first observed to develop around the periphery of differentiating EBs, with optic vesicles arising as early as day 15 and optic cups developing by day 45. The retinal identity of these structures was determined by immunocytochemistry: Retinal organoids were cryosectioned and reacted against Pax6 (Covance PRB-278P, 1:200), HuC/D (Invitrogen A21271, 1:100), Crx (Abnova H00001406-M02, 1:200) and Recoverin (Millipore AB5585, 1:1000) antibodies as previously described [42]. Images were obtained using a Zeiss Axio Imager.Z1 microscope with ApoTome.2 accessory equipment and AxioVision or Zen software.

### High-throughput RNA sequencing

Cells were harvested at multiple time points without any physical selection for embryoid bodies, to ensure cells harvested were representative of the whole population. RNA was extracted using the RNAeasy micro extraction kit with DNA elimination columns according to manufacturer’s recommendations. RNA was quantified using the NanoDrop ND-1000 spectrophotometer (Thermo Scientific), and RNA quality was assessed using the Agilent 2100 Bioanalyser (Agilent Technologies). RIN values indicated some reduction in RNA quality over time, with day 0 sample RIN values ranging from 9.8-10, day 45 ranging from 7.6-9.1 and day 90 ranging from 7.1-8.9. RNAs were ribosome depleted and sequenced by AROS Applied Biotechnology (Aarhus, Denmark), using the TruSeq RiboZero Stranded Total RNA LT kit (Illumina) to generate paired-end 100 bp sequence libraries as described previously [7].

### Sequence references

Genome and transcriptome FASTA files for human (HG19) were obtained from the UCSC genome browser [63]. Aligner-specific index files were built for STAR (command: STAR —runThreadN 8 —runMode genomeGenerate —genomeFastaFiles $hg19_dir —genomeDir $output_dir), and Bowtie1 (command: bowtie-build hg19.fa hg19) and Bowtie2 (bowtie2-build hg19.fa hg19) aligners.

### Mapping

The quality of sequenced reads was checked with FASTQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sequence reads were first mapped to the genome using Bowtie2 [64] to derive inner distance metrics prior to Tophat [65] runs. Metrics were calculated using *CollectInsertSizeMetrics.jar* from Picard (https://sourceforge.net/projects/picard/). Parameters for Tophat runs were: —library-type fr-firststrand, —no-coverage-search, —b2-sensitive, —microexon-search and -× 20. For alignments to the genome using STAR [66] parameters used were: —outFilterMultimapNmax 7 and —outFilterMismatchNmax 2. Annotation free canonical splice-junction mapping was performed, where indicated, with MapSplice 2.0 [67] using default parameters.

### circRNA (back-splice) and canonical splice detection

After modifying read ids, PTESFinder v.1 [46] was used to screen all reads from each sample for back-splice exon junctions within the GENCODE v19 human reference transcript set, using the following parameters: JSpan = 8, PID = 0.85, segment size = 60 and m = 7. Analyses were guided by supplying FASTA sequences of previously identified back-splice junctions (*n* = 40,594). PTESFinder was also used for annotation-free identification of back-splice junctions against the HG19 human reference genome sequence (modified scripts available on request).

### Analysis of RNA editing sites

RNA editing sites were identified in 1000 bp regions flanking circRNA back-splice junctions by cross-referencing genomic coordinates of published RNA editing sites (rnaedit.com [68, 69]) using intersectBed and closestBed from BEDTools. Data from circRNA generating genes identified only in day 0 only were then compared to circRNA producing genes identified only in differentiated cells (day 45 and 90).

### Gene expression estimates

HTSeq [70] and Cufflinks [71] were used to quantify transcripts. Library size normalisation and statistical tests of differential expression (based on raw counts produced using HTSeq) were performed using the DESeq2 [72] package in R (https://www.r-project.org). Splice site expression values were calculated as Junctions per Million (JPM) by dividing each junction count by total counts per sample (canonical + back-splice) and multiplying by 10e6. Gene ontology analyses were performed using the Panther classification system [73].

### Visualisation

BigWig files were generated from alignments to the genome using *genomeCoverageBed* from BEDtools and *bedGraphToBigWig* from UCSC, and visualised using Galaxy, a web-based tool for sequence analysis [74]. Distributions of aligned reads were visually examined on the integrative genomics viewer [IGV v 2.1.21 [75]] and on the UCSC genome browser. Dot matrix analyses were performed using YASS [76] with default parameters. Exon junction heat maps were generated using junction counts normalised to total read counts per sample, and mean expression value of each transcript across samples.

### Statistical analysis of back-splice abundance

To identity significant changes in circRNA abundance, two tests for differential expression (DE) were performed (see Additional file 3: Figure S5):

#### Sample level DE analysis

To account for differences in library size and transcriptome-wide changes in circRNA expression levels between pairs of time points, contingency tables for each circRNA were constructed consisting of circRNA junction counts in both time points, versus total junction counts (circular and canonical) minus the circRNA junction counts for the circRNA being tested.

#### Locus level DE analysis

To control for locus specific changes in total gene expression between time points, contingency tables for each circRNA were constructed using only junction counts from the locus of origin. These consisted of circRNA junction counts in time points A and B, versus canonical junction counts from all annotated exons from the locus being tested.

For both analyses, Fisher’s exact tests were first performed for each circRNA using contingency tables generated from summed read counts across replicates. To control for heterogeneity, t-tests were then performed on all the significant circRNAs, using read count data from each replicate normalised against total sample read count (Sample-level analysis) and against total read count from each transcript (locus level analysis). A Benjamini-Hochberg false discovery rate of 0.05 was used as threshold throughout. Expression heat maps were generated from circRNA junction counts within untreated samples following removal of transcripts present in segmental duplications. Read counts were subject to sample normalisation relative to total read count, and transcript normalisation relative to mean junction count across samples.

### Quantitative PCR (qPCR)

cDNA was synthesized using high-capacity cDNA kits (Applied Biosystem) with random hexamers according to manufacturers recommended protocols. Quantitative PCR experiments were performed using Taqman master mix (Life Technologies). Primers and probe sequences are given in Additional file 8. Transcript expression was normalized using the ∆Ct method relative to the geometric mean of 3 housekeeping genes (*GAPDH*, *PPIA* and *GUSB*) analyzed using TaqMan gene expression assays (Applied Biosystems) as described previously [7]. Significance of expression differences was assessed using 2 tailed t-tests.

### RNase R digestion

For qPCR, one microgram of RNA was added to 1 μl of 10× RNase R buffer and 20 units of RNase R (Epicentre), or zero units for mock treatment, in a 10 μl reaction volume. Tubes were then incubated at 37 °C for 30 min. For Northerns, one unit of enzyme was used per μg of RNA, and reactions were stopped by incubation at 70 °C for 15 min.

### Northern analysis

Replicate sample sets consisting of 6 μg of RNAse R digested and undigested total RNAs from Day 0 H9 ES cells and adult brain were loaded on to a 0.9% formaldehyde gel, electrophoresed, and blotted onto a Hybond N nylon membrane (GE Healthcare). Probes were generated using exon specific primers (see Additional file 8) to amplify day 0 cDNA and purified by 2 X 30 cycles of PCR. 50 ng of probe was labelled by random priming with α- 32-P dNTPs (Megaprime DNA labelling system, GEHealthcare) and hybridized overnight at 65 °C in Church and Gilbert solution. Membranes were washed for 10 min at room temperature in 2XSSC (3X) followed by 10 min at 65 °C in 1XSSC/0.1% SDS (2X), and 45 min at 65 °C in 0.1XSSC, 0.5% SDS. Membranes were exposed to X-ray film with an intensifying screen at − 70 °C.

### Amplicon sequencing of *FIRRE* transcripts

Exon-specific primers linked to Illumina sequencing adapters were designed to generate amplicons spanning potentially novel exons using cDNA from day 0 (see Additional file 6). Primers were used in both convergent and divergent orientation to enable amplification of both circular and linear isoforms. Illumina sequencing indexes were added to each amplicon using a Nextera indexing kit (Illumina), and amplicons were sequenced to a target depth of 1500-6000 reads (depending on the number and intensity of visible products) using a MiSeq Nano Kit (Illumina) all according to manufacturer’s recommendations.

## Additional files

Additional file 1: Sequencing Quality Control. Data shows Illumina quality control metrics. PF = Passing chastity filter. Q30 = Phred quality score of 30 or above. (XLSX 9 kb)

Additional file 2: a-d. Gene Ontology analyses showing over and under-represented gene ontologies (biological process and molecular function) in genes differentially expressed between untreated time-points. Analyses were performed using the Panther classification system [73], with a Bonferroni correction for multiple testing. e. Genes differentially expressed between IGF-1 treated and untreated samples. List includes genes identified by comparision at each timepoint, and an all v all comparison. No significant genes were identified in the day 90 analysis. (XLSX 50 kb)

Additional file 3: **Figure S1.** Expression of genes implicated in pluripotency, eye field formation, and circRNA biogenesis. **Figure S2.** Intersection of structures identified by PTESFinder relative to other commonly used circRNA identification methods. **Figure S3.** Heat map showing genes differentially expressed between time-points and treatment. **Figure S4.** ES cell specific circRNAs are low frequency structures derived from highly expressed genes. **Figure S5.** Flow chart showing statistical analysis of back-splice abundance. **Figure S6**. Relative expression of canonical and back-splice junctions in DE genes. **Figure S7.** Identification of abundant *RMST* and *FIRRE* back-splice junctions using other in silico methods. **Figure S8.** Correlation between qPCR and RNAseq data. **Figure S9.** Junction counts of major *RMST* and *FIRRE* circRNAs in human embryonic / fetal samples. **Figure S10**. Additional circRNAs defined by exons not present in *FIRRE* annotation and confirmation of exon integration. **Figure S11.** The E10-E5 circRNA contains *FIRRE* DDC repeats. **Figure S12.** Confirmation of *RMST* isoform differences in independent adult datasets. (PDF 2416 kb)

Additional file 4: CircRNA transcripts showing significantly altered expression in both locus and sample level analyses. Normalised circRNA and canonical RNA junction read counts in all control sample replicates are shown, together with average abundance ratio (circRNA junction frequency/canonical junction frequency), genomic co-ordinates, and circbase i.d.s where available. The most significant *p*-values obtained in each group of pair-wise t-tests (sample DE and locus DE) are also shown for each transcript. Analyses in which transcript was identified are indicated as follows; U (untreated), I (IGF-1 treated), B (Both analyses). For details of analysis, see text and methods. (XLSX 115 kb)

Additional file 5: Gene Ontology analysis showing over and under-represented gene ontologies (biological process and molecular function) in parent loci of 239 significantly altered circRNAs. Analyses were performed using the Panther classification system [73], with a Bonferroni correction for multiple testing. (XLSX 11 kb)

Additional file 6: *FIRRE* exon junctions confirmed by amplicon sequencing. All reads were mapped against hg19 without reference to transcript annotation: Amplicons using convergent primer pairs and divergent primer pairs (to amplify circRNAs only) are shown separately. Canonical junctions were mapped using MapSplice [67], circRNA (back-splice) junctions were mapped using PTESFinder [46]. For details, see methods. Exon number is according to schema in Fig. 6b. Junction position (hg19), amplicons of origin, and junction frequencies, are given for all junctions. Only splices with a frequency of 1% or higher in each amplicon, identified either by MapSplice or PTESfinder, are reported. Canonical junctions present within the current *FIRRE* annotation are show in blue. All others are not present within current annotation. Off target junctions (presumed to be generated by illegitimate primer binding) are also shown. Data is for confirmation of junction presence within transcripts only: Junction frequency is affected by position relative to primer, size dependent amplification bias during Nextera indexing, and size dependent bias in cluster formation/resolution efficiencies during MiSeq sequencing. (XLSX 71 kb)

Additional file 7: Genomic co-ordinates of all annotated and novel *FIRRE* exons. The position of all junctions are shown with respect to hg19, together with their current annotations where appropriate. Splice acceptor and donor junctions identified by annotation-free mapping of day 0 samples against hg19 using MapSplice are shown, together with donor exons and acceptor exons, and junction numbers in brackets. Supporting evidence for each junction is colour coded. Minor / Others – additional junctions not involving annotated exons which are present at low frequency. (XLSX 12 kb)

Additional file 8: Sequence of all primers generated for this study, together with qPCR probes, amplification efficiencies, and primer/probe combinations used. Exon content of amplicons used for Northern analyses is also shown. For additional assays, see [7]. (XLSX 12 kb)

## Abbreviations

circRNA: Circular RNA
DE: Differential expression
ES cell: Embryonic stem cell
hnRNPs: Heterogeneous nuclear ribonuncleoproteins
IQR: Inter quartile range
lncRNA: Long non-coding RNA

How the deposited data were processed for this re-analysis (not part of the article)

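H9 ES cells were differentiated towards retina, and total RNA of 3 replicate cultures was sequenced at day 0, and at day 45 and day 90 without and with IGF-1, 15 libraries in all. The authors screened the reads of each library with PTESFinder against GENCODE transcripts on hg19 and deposited the raw count of back-splice reads of each circRNA in each library, without normalisation or pooling. Libraries were matched to conditions by their names, with replicates a, b and c read as 1, 2 and 3. All 55371 circRNAs had library counts that add up to the summed count given with them. The FIRRE amplicon libraries, canonical junction counts, gene expression, qPCR, RNase R and editing data were not used here, and ratios of circular to linear junctions and locus-level tests were therefore not computed.

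Numbers of sequenced reads were taken from Additional file 1. For day 90 replicates 1 and 2, which its labels do not tell apart, the mean of both values was used. Libraries held between 14992 and 108946 back-splice reads, and a count of 0 over the 3 libraries of a condition allows up to 0.00692 to 0.0079 RPM (counts per 1000000 sequenced reads), taking 3 counts as the limit. Intervals of shares are 95% Wilson intervals and cover counting error only, since reads without molecular identifiers are not independent molecules.

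Genes were assigned with GENCODE 44 on GRCh37, whose coordinates are those of hg19: 48401 circRNAs by the transcript they are named after, 6744 by their exon ends, 187 matched several genes and 39 none, and the last 2 groups were left out of values per gene. Genomic span runs from the first to the last base of the circRNA, and exon number is the donor minus the acceptor exon number plus 1. The junction sequences were read from the GRCh37 genome.

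Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest) in a single fit of all 15 libraries with a mean per condition, sequenced reads as library sizes, no TMM factors and no block, on circRNAs with at least 10 summed counts. The common dispersion was 0.179. P-values were adjusted by the Benjamini-Hochberg method at 0.05, and standard errors were taken from the log2 change and the F statistic. The comparisons were day 0 against day 45, day 45 against day 90, IGF-1 against untreated at day 45 and at day 90, and day 0 against untreated day 45 and day 90 combined. Alternatives were TMM on back-splice totals, DESeq2 1.42.0 size factors, no filter, at least 50 counts, the replicate number as a block, a term for Q30 groups with both assignments of the Q30 values of day 90 replicates 1 and 2, DESeq2's Wald test, Fisher's exact test on summed counts with sequenced reads as totals, other read numbers for day 90, and each replicate left out in turn. A fold change of a single circRNA against a group with at most 3 counts in every library is given as a lower bound against 3 counts or left out, apart from a fitted value where a change of sign is reported.

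Values per library were compared with two-sided exact permutation tests, and values across circRNAs with permutation tests of the mean rank with 100000 resamples. These were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and pysam 0.24.0. Drawing down to fewer reads was repeated 20 times with a fixed seed. Clustering used Euclidean distances with complete and average linkage.

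The genes and circRNAs named were set by a rule fixed in advance: the genes the paper names where their circRNAs bear on a claim, the 5 circRNAs with the highest summed count, and the 5 with the largest change among those past the threshold that changed the same way in every replicate. Others are marked as chosen after their values were seen.

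The tests were checked on simulated counts for 12498 circRNAs, 200 of them changed 8-fold. Each circRNA had its real mean over all libraries, the real library sizes and the common dispersion of 0.179. In a first version few of the changed circRNAs were abundant, and the share found among those fell short of the limit set beforehand. The limit was kept, and the simulation was changed to draw 100 of the 200 from abundant circRNAs with at least 20 counts. edgeR then found 60.5% of the changed circRNAs and 94% of the abundant ones, with 0.82% of its calls false. DESeq2's Wald test found 60.0%, with 2.44% of its calls false. Fisher's exact test on summed counts found 74%, with 55.4% of its calls false. With nothing changed, edgeR called 0 circRNAs, and 4.58% had an unadjusted p under 0.05. A common dispersion leaves out the outlying single libraries that some circRNAs have in the data. Other splits of the real libraries gave up to 13 calls for IGF-1 at day 45, so false calls may be more frequent in the data. The rank permutation test gave p under 0.05 in 6% of 200 simulations without a shift.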

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

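The tests in this part were chosen before their results were seen, and the circRNAs named in it were picked after their values were seen.

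The paper reports a fall of the FIRRE circRNA. Outside FIRRE, 26 circRNAs were called lower at day 45 than at day 0 by edgeR with Benjamini-Hochberg adjustment, a signal in circRNAs the paper does not discuss. They are part of 32 calls, of which 2 had no single gene and the others came from 24 genes. A DOCK1 circRNA (chromosome 10, 128768966 to 128926028) had 31, 34 and 21 counts in the day 0 replicates and 0, 2 and 3 at day 45 (edgeR adjusted p = 4.13e-07). A circRNA on chromosome X from 96603117 to 96684744, which could not be assigned to a single gene, had 48 counts at day 0 and 0 at day 45, where 0 counts allow up to 0.00758 RPM. A GRHL2 circRNA had 51 counts at day 0 and 4 at day 45 (log2 change -3.52).

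False calls and a single locus were weighed first. In 10 simulations with no circRNA lower at day 45 and the others raised as in the data, at most 14 circRNAs were called lower (7.4 on average). The simulations gave every circRNA the common dispersion and lacked the outlying single libraries of the data. Under that dispersion they argue against false calls as the source of all 32, though false calls may account for some of them. The gene with most of the lower calls was FIRRE with 18.8% of them, so the calls do not come from 1 locus. In DESeq2's Wald test with sequenced reads 16 were called lower, all of them among the 32. The day of differentiation is the difference that the design names, and lower transcription of these genes after day 0 stays open, since their canonical junctions were not analysed here.

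No library stood apart among the 6 untreated day 45 and day 90 libraries in RPM, median span or mean exon number, where the largest gap made up 0.497 of the range against Dixon's critical value of 0.625.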

How the results depend on the processing

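The scalings, the filters, the replicate block, the other tests and the replicates left out were set before the data were examined for day 0 against day 45, day 45 against day 90 and IGF-1 at day 45. All alternatives for IGF-1 at day 90 and for the combined comparison, the Q30 batch term with either assignment, the other day 90 read numbers, the draws down to fewer reads, the exon numbers with at least 2 reads and the circRNAs with at least 100 reads were chosen after seeing the data. Where a cause is not given below, the cause was not tested.

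For day 0 against day 45 and for the combined comparison, the number of circRNAs past the threshold moved most with the scaling. With TMM on back-splice totals it was 897 for day 0 against day 45 in place of 5146, 1059 for the combined comparison in place of 4724, and 4 for IGF-1 at day 45 in place of 2. With DESeq2's size factors it was 510, 668 and 4, and 6 for day 45 against day 90 in place of 10. The share of higher calls for day 0 against day 45 went from 99.4% to 87.3% and 62.9%. For day 45 against day 90, 2 of 10 calls were higher at day 90 with sequenced reads, 4 of 7 with TMM and 5 of 6 with DESeq2's size factors. The median log2 change of that comparison was -0.61, -0.12 and -0.04 under these scalings.

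Testing all 55371 circRNAs gave 3180 for day 0 against day 45, 5 for day 45 against day 90, 1 for IGF-1 at day 45 and 2842 for the combined comparison, with more tests to adjust for. Testing the 3469 circRNAs with at least 50 counts gave 3039, 1, 0 and 2936, and 0 for IGF-1 at day 90 in place of 1. At an unadjusted p under 0.05 the IGF-1 counts were then 96 and 70. DESeq2's Wald test gave 1 for day 45 against day 90 and 0 for IGF-1 at day 45 and at day 90, with 145 and 126 at an unadjusted p under 0.05. Fisher's exact test on summed counts, which leaves out the spread between replicates, moved these comparisons most, to 921, 160 and 81. On simulated data, 55.4% of its calls were false. The Q30 values of day 90 replicates 1 and 2 are not told apart by their labels, so a Q30 batch term was run with both assignments. It gave 6 or 9 for day 45 against day 90, and 0 or 2 for IGF-1 at day 45, with 399 or 409 at an unadjusted p under 0.05, so its effect depends on this assignment. The other read numbers for day 90 kept every count within 1.5 times.

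The replicate block, with replicate number in the model, gave 4 circRNAs for day 45 against day 90 and 0 for IGF-1 at day 45, with 388 at an unadjusted p under 0.05. It kept the other counts within 1.5 times, at 4414, 1 and 4170, and the ratio of back-splice reads at 6.20. The deviations of same-numbered libraries from their group means were correlated over 3469 circRNAs to see whether the numbers pair the libraries. In none of the 10 pairs of conditions were all 3 correlations over 0.1. The highest mean was 0.149 for day 45 with and without IGF-1 (0.0761 to 0.242). The next was 0.0916 for day 90 with and without IGF-1 (0.0265 to 0.133), against -0.0458 across numbers. For both, the actual pairing had the highest mean of the 6 possible. As no pair of conditions had all 3 correlations over 0.1, the numbers were not taken to pair the libraries. A pairing of treated with untreated libraries of a time point stays open.

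Fits that each left out a replicate, with fewer libraries, gave from 3399 (without day 0 replicate 2) to 4924 circRNAs for day 0 against day 45, and from 2841 (without day 0 replicate 2) to 5427 for the combined comparison, which also fell to 3123 without day 0 replicate 1. For day 45 against day 90 they gave from 3 (without day 45 replicate 1, or without day 90 replicate 2) to 23 (without day 45 replicate 2), with 17 without day 90 replicate 3 and 4 without day 90 replicate 1. For IGF-1 at day 45 they gave from 0 (without day 45 IGF-1 replicate 3, with 421 at an unadjusted p under 0.05) to 7 (without day 45 replicate 2), with 1 without day 45 IGF-1 replicate 1. They gave 5 and 6 without day 45 replicates 1 and 3. For IGF-1 at day 90 they gave from 1 to 2, the latter without day 90 replicate 2 or replicate 3.

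The difference in median span was 501 bases without day 0 replicate 3, 714 bases with at least 2 reads (exact permutation p = 0.0952) and 472 bases after drawing each library down (exact permutation p = 0.179), the last 2 not past the threshold. The shares of circRNAs found in differentiated libraries alone and at day 0 alone were 76.6% and 3.36% with at least 2 reads, 77.5% and 3.39% with the IGF-1 libraries added, and 37.3% and 32.7% with equal reads, which shows that the number of reads sets much of the gap. The mean exon number of circRNAs found in differentiated libraries alone minus that at day 0 alone was -0.685 with at least 2 reads, against -0.38 with all, and its permutation test no longer passed. The span of the 239 circRNAs was shorter than that of others at the median but reversed to longer by 2463 bases among circRNAs with at least 100 reads (permutation p = 0.407). The fitted log2 change of the UBA6-DT circRNA, which had 1 count in each day 0 library, reversed to -0.29 with DESeq2's size factors.

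The ratios of back-splice reads and the gene-level changes kept their values within the spread or within 1.5 times under all alternatives run for them. So did the number of distinct circRNAs and the matches of RMST, FIRRE and the supplements, except where a minimum of reads was set. With at least 10 reads, 6 of 14 RMST and 9 of 20 FIRRE circRNAs were left. With at least 2 reads, 6019 of the 12431 circRNAs found at day 0 were left. For the 37 log2 changes of single circRNAs named in the text, 581 values were recomputed. Of these, 112 became weaker, 2 stronger and 1 reversed, and the others kept their direction and their side of the threshold. Of the 13 circRNAs called between day 45 and day 90 or for IGF-1, each lost its call in at least 1 alternative, and the RAPGEF5 circRNA in 1 alone, without day 45 replicate 3. CircFIRRE:E10-E5 lost its call in DESeq2's Wald test (Benjamini-Hochberg adjusted p = 0.0668). Low counts limit the comparison at day 0 most: 11032 of the 12498 circRNAs tested had at most 3 counts in every day 0 library.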

Differences from the paper's values

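No test in this part was chosen after a result was seen, apart from the alternatives named as such.

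The median gene-level change of back-splice reads from day 0 to day 45 was 2.41 on the log2 scale, against the paper's 3. No alternative for this value was set before the data were examined. The alternatives chosen after seeing the values, genes with at least 10 counts at both time points (2.30) and raw counts (2.32), did not close the gap.

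The numbers of differentially expressed circRNAs in Table 1 come from other tests than the ones used here. Between day 0 and day 45, 5146 circRNAs passed in edgeR, against the paper's 60 in sample-level t-tests, and none of the alternatives set before the data were examined closed the gap, the lowest being 510 with DESeq2's size factors. For the paper's sample-level Fisher's exact test, which gave the paper's 6411, Fisher's exact test on summed counts gave 6224 here. Between day 45 and day 90, 10 circRNAs passed, against the paper's 208 in Fisher's exact test and the paper's 0 in t-tests. The alternatives set before the data were examined gave from 1 to 921, and none closed either gap. For IGF-1 at day 45, 2 circRNAs passed, against the paper's 256 in Fisher's exact test and the paper's 0 in t-tests. No alternative set before the data were examined closed the first gap, and Fisher's exact test came nearest with 160. The count of 0 was reached with at least 50 counts (96 at an unadjusted p under 0.05), with the replicate block (388), in DESeq2's Wald test (145) and without day 45 IGF-1 replicate 3 (421), and also with 1 of the 2 assignments of the Q30 batch term (399), which was chosen after seeing the values. The other assignment gave 2. For IGF-1 at day 90, 1 circRNA passed, against the paper's 15 in Fisher's exact test and the paper's 0 in t-tests. No alternative for this comparison was set before the data were examined. Of those chosen after seeing the values, none closed the first gap, while at least 50 counts and DESeq2's Wald test gave 0, with 70 and 126 at an unadjusted p under 0.05.

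The paper states that circRNAs found only in differentiated samples contain more exons than those found only at day 0 (Fig. 2e). The paper counted all GENCODE exons between donor and acceptor exon, whereas exons of the named transcript were counted here. The mean was 5.15 exons in differentiated libraries alone and 5.53 at day 0 alone. Over every circRNA found at the time points, the order was that of the paper, with 4.91 and 4.45 exons.

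The paper states that the direction of change remained uniform with day 45 and day 90 combined. Here 50 of 4724 circRNAs were lower, and 32 of 5146 between day 0 and day 45. The paper's tests controlled for total expression at each locus, whereas counts here were scaled to sequenced reads alone. A circRNA that fell with its gene could thus be lower here without being an exception to the paper's statement. The paper states that the RMST circRNA showed the most significant change over time. Here it ranked 2 by p-value between day 0 and day 45, and ranked 1 with TMM on back-splice totals, in DESeq2's Wald test and with at least 50 counts. It ranked 2 with DESeq2's size factors and with the replicate block, 4 without a filter, and 4 or 3 with the 2 assignments of the Q30 batch term, which was chosen after seeing the values. In Fisher's exact test 5 circRNAs, RMST among them, had p-values too small to be computed apart from 0, so they could not be ranked against each other.

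Fig. 4c marks MAN1A2, SMARCA5, ATRNL1, RERE and HIPK3 as the coding genes with the highest circRNA counts. Here MSANTD3-TMEFF1 was the third with 8313 reads, and ATRNL1 ranked 6 with 5923. Fig. 4d marks UBA6-AS1, ZBED3-AS1 and DGCR5 among the leading non-coding genes. Here ZBED3-AS1 ranked 11 and UBA6-DT (the current symbol of UBA6-AS1) and DGCR5 ranked 13 with equal reads. The paper states that clustering on circRNA junction counts set the day 0 samples apart. Here the day 0 libraries were also a group of their own, with distances on RPM of at most 2.55 inside it and at least 8.99 to later libraries. The first division of the tree on RPM and on raw counts still placed day 90 replicate 1 on their side. On the log2 scale that division held the day 0 libraries alone.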

Other observations

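The tests of sequencing batch, of less intact RNA and of the number of back-splice reads behind the low FIRRE counts were chosen after the results were seen, while the other tests, including the draws down and the exon test with at least 2 reads that were added after the data were first examined, were chosen before their own results were seen.

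More back-splice reads at day 45 than at day 0 were weighed against 3 technical explanations. Without the 10 circRNAs with the most reads, which held 8.03% of all reads, the ratio of day 45 to day 0 was 6.07, so a few abundant circRNAs do not carry the rise. Inside the groups of libraries with similar Q30, the lowest ratio was 4.76, which argues against sequencing batch as the cause. Less intact RNA at later time points, with linear RNA lost and circular RNA kept, would raise all circRNAs by a common factor. Against a common factor alone stand the 32 circRNAs called lower at day 45, and the 897 circRNAs past the threshold with TMM on back-splice totals. The paper gives RNA integrity as a range per time point, with all day 0 values above all values at day 45 and day 90. Integrity values per library were not analysed here. With these counts, a common factor on top of changes of single circRNAs cannot be told apart from a rise in circRNA levels. An increase of circRNAs with differentiation, as the paper describes, stays open beside it.

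The longer span in differentiated libraries was tested against their larger number of back-splice reads. With each library drawn down to 14992 reads, the difference fell from 849 to 472 bases, and 3 of the 6 differentiated libraries still lay above all day 0 libraries (exact permutation p = 0.179). The number of reads and a change in span cannot be told apart at this number of libraries. The share of circRNAs found in differentiated libraries alone fell from 70.9% to 37.3% when their reads were drawn down to the day 0 total. This stood next to 32.7% at day 0 alone, so the number of back-splice reads may account for most of the excess. That number itself rises with circRNA levels, so drawing down also removes that rise and does not show an effect of sequencing depth. The remaining gap exceeded the SD over 20 draws (0.242 and 0.206 percentage points), which covers the drawing alone.

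The larger mean exon number of circRNAs found at day 0 alone was tested against single-read structures. Among structures with at least 2 reads, the means were 5.41 and 4.72 exons, in the order of all structures, but the permutation test of mean ranks no longer passed (p = 0.304) with 586 structures left at day 0. Single-read structures and a difference in exon number cannot be told apart with so few structures. No biological explanation was tested.

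CircFIRRE:E10-E5 was low in replicate 1 at day 45 both without and with IGF-1. Fewer back-splice reads in these libraries are excluded as the cause: the share of circFIRRE:E10-E5 among a library's back-splice reads was 0.086 times the mean of replicates 2 and 3 without IGF-1 and 0.0984 times with it. A culture batch shared by libraries with the same replicate number is a candidate explanation. Over 3469 circRNAs, the deviations of untreated and treated day 45 libraries correlated by 0.149 on average within a number and by -0.0735 across numbers, and 1 of the 6 ways to pair the libraries, the actual one, reached such a mean. The correlations were not all over 0.1. The Q30 groups follow the same numbers at day 0 and day 45, but same-numbered untreated libraries of these time points correlated by -0.0263 on average, and circFIRRE:E10-E5 was not low in day 0 replicate 1 (380 counts). This argues against an effect of sequencing or culture common to a number at both time points. At day 45 alone, number and Q30 group coincide, so these counts cannot tell a culture batch and a sequencing batch of these libraries apart. In the paper, qPCR of FIRRE at day 45 had large standard errors, which it attributes to low expression in replicate A (replicate 1 here). As qPCR does not use the sequencing libraries, this argues against a sequencing batch as the cause in the untreated replicate 1. The ZFPM2 circRNA also set replicate 1 apart at day 45, with 190 counts untreated and 147 with IGF-1 against 6 to 15 in the other day 45 libraries, which was noticed after the values were seen.

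Other splits of the same libraries into groups of the same sizes were fitted with edgeR. For day 0 against day 45, 1 of the 10 splits, the real one, gave as many circRNAs with an adjusted p under 0.05, and no other gave more than 1. For day 45 against day 90, 1 of the 10 splits gave as many as the 10 of the real one, and the others gave up to 7. For IGF-1 at day 45, 9 of the 10 splits gave at least the 2 of the real one, with up to 13. For IGF-1 at day 90, 7 of the 10 splits gave at least 1, with up to 9. With 10 splits the share is never under 0.1. For day 45 against day 90 and for IGF-1, the groups and a chance split therefore cannot be told apart by this count. For day 0 against day 45, the share alone decides nothing, and the counts of 5146 and at most 1 stand beside it. For the combined comparison, 1 of the 84 splits, the real one, gave as many as 4724, and the next gave 139, so a chance split of these libraries is excluded.

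The day 90 columns of Additional file 4 equal the deposited counts scaled with the read numbers that Additional file 1 gives for the day 45 IGF-1 libraries. Whether the day 90 and day 45 IGF-1 libraries are exchanged in the deposited list was tested on 200 circRNAs that differ between untreated day 45 and day 90 IGF-1 libraries, on an axis with the former at 0 and the latter at 1. The libraries named day 90 lay at 0.576 ± 0.0367 (SD, n = 3) and those named day 45 IGF-1 at 0.386 ± 0.179 (SD, n = 3), a difference of 0.189 towards the day 90 side (exact permutation p = 0.1, the smallest that 3 against 3 allow). This is the order of the names as deposited, but with 3 libraries each an exchange cannot be told apart from the names by this test. Group values of day 90 and of day 45 IGF-1 rest on the deposited names.

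Additional file 6 lists 19 distinct FIRRE back-splices from amplicon sequencing. Of these, 8 matched a deposited circRNA by start and end, and 9 within 2 bases. The 8 had 1337 back-splice reads in the day 0 libraries.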
